# The Response of the Prostate to Circulating Cholesterol: Activating Transcription Factor 3 (ATF3) as a Prominent Node in a Cholesterol-Sensing Network

**DOI:** 10.1371/journal.pone.0039448

**Published:** 2012-07-02

**Authors:** Jayoung Kim, Dolores Di Vizio, Taek-Kyun Kim, Jonghwan Kim, Minjung Kim, Kristine Pelton, Steven K. Clinton, Tsonwin Hai, Daehee Hwang, Keith R. Solomon, Michael R. Freeman

## Abstract

Elevated circulating cholesterol is a systemic risk factor for cardiovascular disease and metabolic syndrome, however the manner in which the normal prostate responds to variations in cholesterol levels is poorly understood. In this study we addressed the molecular and cellular effects of elevated and suppressed levels of circulating cholesterol on the normal prostate. Integrated bioinformatic analysis was performed using DNA microarray data from two experimental formats: (1) ventral prostate from male mice with chronically elevated circulating cholesterol and (2) human prostate cells exposed acutely to cholesterol depletion. A cholesterol-sensitive gene expression network was constructed from these data and the transcription factor ATF3 was identified as a prominent node in the network. Validation experiments confirmed that elevated cholesterol reduced ATF3 expression and enhanced proliferation of prostate cells, while cholesterol depletion increased ATF3 levels and inhibited proliferation. Cholesterol reduction in vivo alleviated dense lymphomononuclear infiltrates in the periprostatic adipose tissue, which were closely associated with nerve tracts and blood vessels. These findings open new perspectives on the role of cholesterol in prostate health, and provide a novel role for ATF3, and associated proteins within a large signaling network, as a cholesterol-sensing mechanism.

## Introduction

The human prostate is subject to a variety of pathologic conditions and syndromes that are not well understood in molecular terms. Most investigators have concluded that prostate health, particularly with respect to prostate cancer, is susceptible to lifestyle influences [1]. The association with lifestyle likely reflects a complex interplay between genetic, epigenetic, biochemical and metabolic processes. This is particularly evident in the US where sedentary habits and an obesogenic diet are now widespread. Accumulating evidence indicates that heart disease, diabetes and metabolic syndrome are associated with increased risk or severity of lower urinary tract symptoms (LUTS) [2]–[4].

Cholesterol, and structurally related lipids, are critical in membrane assembly and integrity. All eukaryotic cell membranes have cholesterol, ergosterol, or a phytosterol as a major membrane component. Cholesterol is one of the key regulators of membrane dynamics, a role tied to its tendency to facilitate the close packing of saturated acyl chains of membrane phospholipids, thereby stabilizing local membrane structure. Consequently, membrane compartmentalization into functional subdomains influenced by cholesterol concentration provides for post-translational control over important signal transduction pathways. The prostate synthesizes high levels of cholesterol, at similar rates to the liver, and the prostate accumulates cholesterol deposits with age [5]. Recent evidence from pre-clinical models has demonstrated a role for cholesterol in signal transduction in prostate cancer cells and tissues [6], [7], as well as in intraprostatic/intratumoral steroidogenesis [8] consistent with epidemiologic studies indicating that high circulating cholesterol promotes aggressive forms of the disease [9]–[12].

Normal tissues sense and respond to variations in circulating cholesterol. The adult prostate gradually loses the ability to regulate cholesterol levels at normal homeostatic levels, resulting in accumulation of excess intraprostatic cholesterol [5]. The degree or manner of the effect of this accumulation on prostate physiology is poorly understood. One community-based cohort study found a 4-fold increased risk of benign prostatic hyperplasia (BPH) among diabetic men with low density lipoprotein (LDL) cholesterol in the highest tertile in comparison to men in the lowest tertile [13]. A recent study from our group demonstrated that age-related prostate enlargement in the Syrian 87.20 hamster was dependent on the presence of cholesterol in the diet, and could be reversed with ezetimibe, a specific inhibitor of cholesterol absorption from the intestine [14]. However, our understanding of the effects of elevated cholesterol and hypocholesterolemic drugs on the prostate is limited. It is not known, for example, whether hypercholesterolemia elicits physiologic, metabolic, or biochemical changes in the prostate that predispose toward disease.

In the present study we attempted to uncover a cholesterol-sensitive signaling network in the normal prostate of the mouse and human prostate cells using a systems approach. Our findings indicate that the prostate responds to variations in circulating cholesterol levels by altering cholesterol tissue content, cell proliferation rate and gene expression. Evidence also suggests that hypocholesterolemia may suppress prostatic inflammation. Our findings provide the first broad look at the manner in which the normal prostate responds to changes in circulating cholesterol.

## Materials and Methods 

### Reagents

Heat-inactivated fetal bovine serum (FBS) and Lipofectamine 2000 were from Invitrogen (Carlsbad, CA). Protease inhibitor cocktail tablets were from Roche Diagnostics (Basel, Switzerland). The Micro BCA protein assay kit was obtained from Pierce (Rockford, IL). Coomassie Blue R-250 staining solution and destaining solution were from Bio-Rad (Hercules, CA). Small interfering RNAs (siRNAs) against ATF3 and NON-TARGET controls were from Dharmacon (Chicago, IL). 4’,6-diamidino-2-phenylindole (DAPI) was purchased from Vector Laboratories (Burlingame, CA). Antibodies against ATF3 and β-actin were purchased from Santa Cruz Biotechnology, Sigma-Aldrich (St. Louis, MO) and Cell Signaling Technology (Danvers, MA). Antibody against Cy3-conjugated AffiniPure goat anti-rabbit IgG, Fc fragment specific was obtained from Jackson Immuno Research (West Grove, PA). All other reagents were obtained from Sigma-Aldrich or Promega (Madison, WI).

### Animal Maintenance and Diet

Male SCID and C57BL/6 mice (5–6 wk old) were obtained from the Massachusetts General Hospital and Jackson Labs, respectively. All mice were maintained on a low fat, no cholesterol diet (LFNC) (Research Diets, New Brunswick, NJ diet # D12102), equivalent to normal mouse chow, but without lot to lot variation for 2 weeks to normalize cholesterol levels, after which mice were divided into individual diet groups. C57BL/6 mice were divided into 3 diet groups (n = 18/group): hypocholesterolemic (Hypo) (LFNC + ezetimibe–30mg/kg/day; Schering-Plough, New Brunswick, NJ) added to the food), normocholesterolemic (Normo) (LFNC diet) or hypercholesterolemic (Hyper) (high fat, high cholesterol (HFHC) diet) (Research Diets, diet # D12108). SCID mice were grouped into 2 diet groups; Hyper and Normo. Animals were maintained on the respective diets for 4 months. Animals were housed in compliance with Children’s Hospital Boston's animal care and use policies. All procedures were approved by IACUC under protocols A07-06-084 and 07-08-1503. Terminal bleeds were taken for liver function testing and serology by cardiac puncture. Prostates were removed and divided into individual anatomic lobes, i.e. ventral (VP), dorsal lateral (DLP) and anterior (AP) under a dissecting microscope, and either placed in OCT solution (Tissue-Tek, Torrance, CA) or in formalin for paraffin embedding [15].

### Immunohistochemistry and Immunofluorescence Cell Staining

4-µm cryostat-obtained tissue sections were mounted on Superfrost/Plus microscope slides and kept at –80°C before use. Frozen sections were kept at RT for 1 min, followed by 3X washes in PBS. Fixation was done with Permeabilization Solution (BD Bioscience, San Diego, CA) for 15 min. After 1 h blocking with 3% BSA/PBS solution, slides were incubated for 12 h at 4°C with specific antibodies, followed by incubation with HRP-conjugated secondary IgG for 30 min at RT. After washing with PBS (3X), 3-3’ diaminobenzidine (DAB) substrate chromogen solution (Envision Plus Kit, Dako Corp) was applied. The reaction was monitored by microscopy and was terminated when properly developed. Nuclei were counterstained with Meyer’s hematoxylin and slides were analyzed using an Axioplan 2 microscope (Carl Zeiss MicroImaging, Inc. Thornwood, NY). Paraffin slides were dried at 60°C for 2 h before immunohistochemical staining. After deparaffinization, rehydration and depletion of endogenous peroxidase activity as described [15], tissue was stained with specific antibodies against Ki-67 (1∶3000, Abcam, Cambridge, MA) and ATF3 (1∶100, Santa Cruz Biotechnology, Santa Cruz, CA). For immunofluorescence staining, slides were incubated with antibodies, followed by incubation with Cy3, or FITC-conjugated secondary Abs (Molecular Probes) as described [16], [17].

### Proliferation Analysis by Ki67 Staining

Cellular proliferation was analyzed by immunohistochemical staining of formalin-fixed tissues using a rabbit polyclonal anti-Ki67 antibody. Ten randomly chosen sections from 5 animals per group were used for analysis. The number of Ki67-labeled nuclei in total 5000 hematoxylin-stained prostate epithelial cells was quantified using an Axioplan 2 microscope.

### Cell Culture and Transfection

LNCaP human prostate tumor cells were purchased from American Type Culture Collection (ATCC, Manassas, VA) and maintained in RPMI1640 media (Invitrogen, Carlsbad, CA) supplemented with 10% FBS and 1% Penicillin/Streptomycin at 37°C under 5% CO_2_. The hTERT-immortalized normal prostate epithelial cells (PrEC) cells were generously provided by Dr. William Hahn (Dana-Farber Cancer Institute, Boston, MA) [18] and maintained in PrEGM medium. Cells were grown to ∼80% confluence, at which time they were transiently transfected with small interfering RNAs (siRNAs) or gene expressing constructs. To silence ATF3 expression, cells were transiently transfected with ATF3 ON-TARGETplus SMARTpool siRNAs as well as 4 independent ATF3 siRNAs duplexes (Dharmacon Inc., Chicago, IL) using Nucleofector (Amaxa, Walkersville, MD). For ATF3 overexpression, an ATF3 construct (or empty vector control) was used for transient transfection of LNCaP cells.

### Measurement of Cholesterol Level

Tissues or cells were finely minced in PBS on ice, membranes were isolated as described [19], and cholesterol levels were determined after lipid extraction using the Infinity Cholesterol Liquid Stable Reagent (Thermo Electron Corp., Waltham, MA).

### Flow Cytometry

LNCaP cells were incubated in control medium or cholesterol-depletion medium for 18 h.

After trypsinization, cells were resuspended in PBS containing 2% FBS, and fixed in absolute ethanol at 4°C for 1 h. Cells were resuspended in 50 µg/mL propidium iodide staining solution and subjected to flow cytometry using a FACSCalibur flow cytometer (BD Biosciences). The apoptotic population of cells (sub-G_0_/G_1_) was calculated by using CellQuest Pro (BD Biosciences).

### RNA Extraction

Total RNA was purified from prostate lobes or cultured cells using a Qiagen RNEasy tissue extraction kit (Qiagen Inc., Valencia, California). RNA concentration was measured using a Nanodrop ND-1000 spectrophotometer (Thermo Scientific, Willmington, DE).

### Microarrays and Data Analysis

Reverse transcription of total RNA and subsequent steps for sample probe preparation, microarray hybridization, washing and scanning of microarrays were performed by following a standard Affymetrix protocol at the Dana-Farber Cancer Institute microarray core facility. Oligo-based Mouse Genome 430A 2.0 Arrays (Affymetrix, for mouse microarray) or Human Genome U133A 2.0 Array (NuGEN V2, for LNCaP microarray) were used, respectively. For the mouse array experiment, two biological repeats were performed, while for the human array experiment, single samples were performed across a time course. Data normalization and summarization of expression values for each probe were calculated using the gcRMA method. We used the annotations of probesets that were provided by the Affymetrix website. All raw microarray data discussed here are deposited and available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE25500.

For the LNCaP data set, we then identified the differentially expressed genes (DEGs) as the genes with absolute log2-fold-changes with respect to CDM/time 0>0.585 (i.e. 1.5 fold). For the Hyper diet data, we used the following integrative hypothesis testing method: 1) we performed two-tailed T-test and log2-median-ratio tests; 2) false discovery rates (FDRs) were computed using all possible randomization experiments for the individual statistical tests using Storey’s method [20]; 3) the FDRs from the individual statistical tests were combined to result in the overall FDRs using Stouffer’s method [21]. The DEGs were selected as the ones whose overall FDRs were <0.05 and also absolute values fold changes >0.585. To integrate differential expression patterns of the DEGs in mouse and human, we used the ontology information obtained from the Mouse Genome Informatics (MGI) database (ver. 4.4). We searched for Gene Ontology Biological Processes (GOBPs) and known pathways that were statistically enriched by the DEGs using the DAVID software [22].

### Network Modeling

We constructed a hypothetical network model using the 265 DEGs altered in both the hypercholesterolemic diet and CDM conditions. Information on protein-protein and protein-DNA interactions was gathered from the Kyoto Encyclopedia of Genes and Genomes (KEGG) and NCBI databases. We generated an initial network using the first neighbors of the 265 DEGs based on the interaction data. The initial network was then reduced to generate a subnetwork by removing the first neighbors of the DEGs that do not contribute to connecting DEG nodes. Finally, the nodes were grouped based on functional similarities based on GOBPs. To identify key central regulators among the DEGs, we computed ‘degree centrality’ of each regulator in the network [23]. A DEG regulator with high degree of centrality is considered a critical component that can regulate biological processes in the network [24].

**Figure 1:**
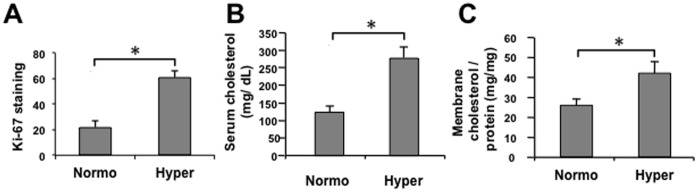
Effect of dietary cholesterol on circulating and prostatic tissue cholesterol levels *in vivo*. Male SCID mice were fed for 4 months (m) either a Hyper or a Normo diet, and circulating as well as prostatic tissue cholesterol levels determined. (**A**) Hyper diet enhances prostatic proliferation. 10 randomly selected sections per group were used for analysis with proliferating cells determined by Ki-67 staining. Ki-67 positivity is shown as average ± SD (n = 10/group) of positive cells in a total of 5000 prostate epithelial cells. (**B**) **Circulating cholesterol levels.** Serum cholesterol levels were determined and are plotted as cholesterol (mg/dL) vs. diet group ± SD (n = 15/group) (**C**) **Cholesterol levels of prostate membrane.** Cholesterol was extracted from membrane fractions prepared from prostate tissue and cholesterol levels determined by Infinity assay. Data are presented as cholesterol (mg/mg tissue) vs. group ± SD (n = 3/group). *p<0.05 (Student’s t-test).

### Reverse Transcription and PCR

Primers for RT-PCR were designed using Mac Vector and were ordered from Integrated DNA Technologies (Coralville, IA). The cDNA amplification was performed using Invitrogen Platinum Blue PCR Supermix (Carlsbad, CA).

### Cell Lysis and Western Blot Analysis

Tissue or cells were finely minced in PBS on ice and whole cell lysates were prepared in SDS-containing lysis buffer (62.5 mM Tris pH 7.4, 10% glycerol, 1% SDS and protease inhibitor cocktail) or in NP-40-containing lysis buffer (1% Nonidet P-40, 50 mM Tris pH 7.4, 10 mM NaCl, 1 mM NaF, 5 mM MgCl_2_, 0.1 mM EDTA, 1 mM PMSF and protease inhibitor cocktail). After centrifugation at 12,000×g for 15 min to remove debris, protein concentration was determined by microBCA (Pierce/Thermo Scientific). Equal amounts of the lysates (20 µg) were subjected to SDS-PAGE and transferred onto nitrocellulose membranes for western blot analysis. Blotting signals were normalized by reprobing blots with anti-β-actin antibody, followed by densitometry for quantification.

### Promoter Luciferase Assay

Luciferase reporter constructs with ATF3 promoter, wild type cyclin D1 promoter, or ATF3 binding mutant cyclin D1 promoter constructs were used for transient transfection of LNCaP or PrEC. Luciferase activity was measured in cell lysates using a luciferase assay kit (Promega, Madison, WI). Total protein was used for normalization. All experiments were carried out in triplicate and repeated 3 times using different preparations of plasmids.

**Figure 2:**
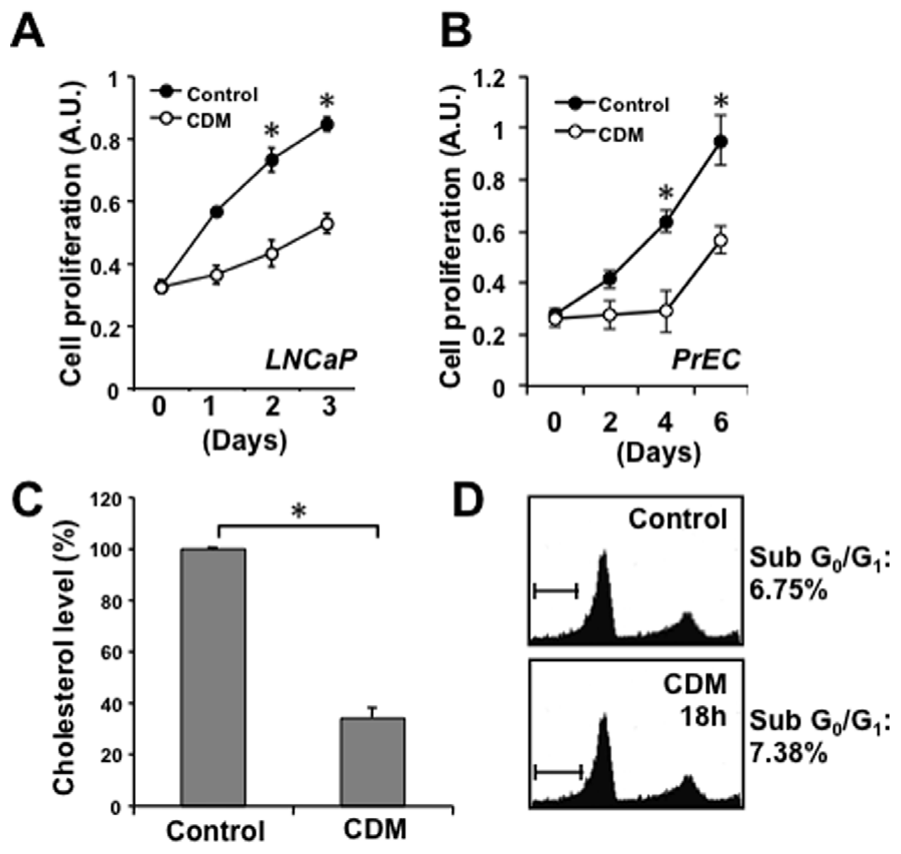
Cholesterol depletion reduces cellular cholesterol levels and inhibits proliferation without inducing apoptosis. (**A–B**) Cholesterol depletion reduces cellular proliferation of LNCaP (A) and PrEC cells (B). Cell proliferation was determined at the indicated times by crystal violet staining. Data are plotted as cell proliferation (A.U., absorption units) vs. time (days) ± SD (n = 5). (**C**) **Incubation in cholesterol-depleted media (CDM) reduces cellular cholesterol levels.** LNCaP cells were incubated in control media (RPMI 10% FBS) or CDM for 18 h. Cholesterol level data are presented as percent cholesterol vs. treatment ± SD (n = 3). (**D**) **Cholesterol depletion does not induce apoptosis.** LNCaP cells were treated in control media or CDM for 18 h and were analyzed for levels of apoptosis by flow cytometry. Cell populations at Sub-G_0_/G_1_ are apoptotic. *p<0.05 (Student’s t-test).

### Cell Proliferation Assay

LNCaP or PrEC were plated onto 6-well culture plates at a density of 1×10^3^ cells per well in standard growth medium. The following day cells were serum-starved for 16 h followed by treatment with the indicated medium: SF (serum free), CDM (cholesterol-depleted medium) or control medium. Cell proliferation rate was determined by crystal violet staining. Briefly, cells were stained with crystal violet solution and quantified by dissolving stained cells in 10% acetic acid solution. Colorimetric analysis was performed by measuring absorbance at 570nm.

### Assessment of Inflammation

The inflammatory infiltrate detected in the peri-prostatic adipose tissue of H&E stained slides was subjected to semi-quantitative scoring as follows: 0 (absent; no infiltrate), 1 (mild; focal, scattered monocytoid cells), 2 (moderate; monocytoid cells organized in small lymphoid follicles), and 3 (severe; monocytoid cells organized in large lymphoid follicles).

### Statistical Analysis

P-values were calculated using unpaired Student’s t-tests or two-way ANOVA for simple comparisons. P<0.05 is considered statistically significant.

**Figure 3:**
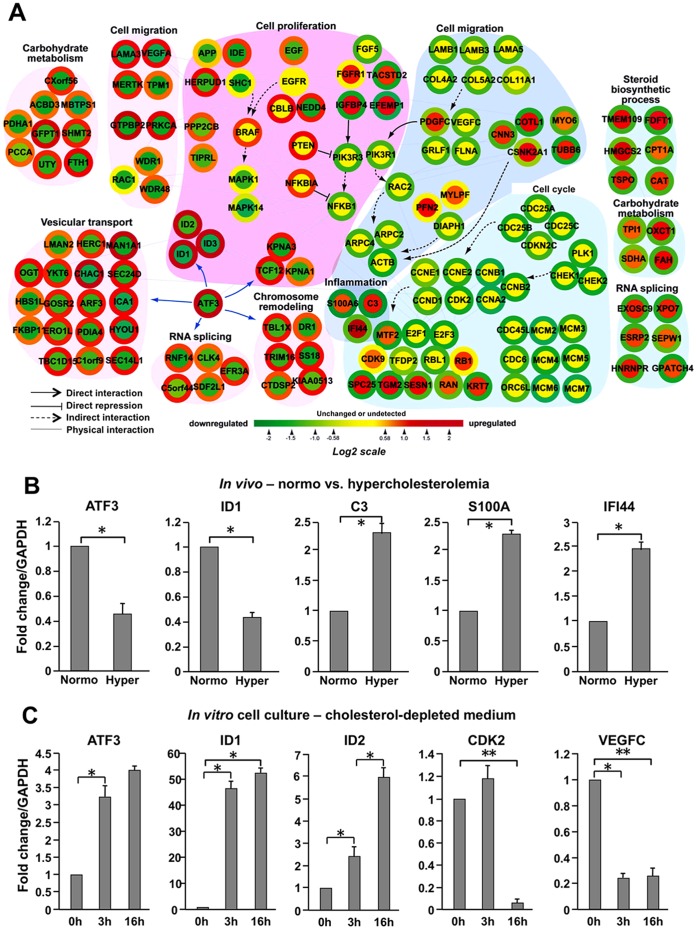
Network modeling of the cholesterol-responsive genes. (**A**) **A provisional network was generated from integration of two microarray data sets.** Node color represents increases (red), no significant changes (yellow), and decreases (green) in gene expression in murine prostate tissue after cholesterol alteration as ascertained by cDNA microarray. Changes in RNA expression levels of the corresponding nodes in LNCaP cells are shown as colored node boundaries (donut shape) and the color represents increases (red), no significant change (yellow), and decreases (green) in gene expression under CDM conditions compared to control. Arrows indicate direct activation, T-shaped lines direct repression, dashed arrows indirect activation, and lines physical interaction. (**B**) **Gene expression under Normo and Hyper conditions (** ***in vivo*** **).** To verify *in vivo* microarray data obtained from SCID experiments, mRNA levels of the indicated genes were determined. GAPDH expression was used to normalize gene expression. Error bars represent SD (n = 3). (**C**) **Gene expression under Control and Cholesterol-depleted conditions (** ***in vitro*** **).** LNCaP cells were incubated in CDM for 0, 3 or 16 h, and mRNA levels of the indicated genes were measured by RT-PCR analysis to validate cDNA microarray data. Error bars represent SD (n = 3). *p<0.05 (Student’s t-test).

## Results

### Molecular Responses to Variations in Cholesterol Level

In order to investigate the nature of the response of the normal mouse prostate to chronic changes in circulating cholesterol levels, we made 7–8 wk old male C57BL/6 and severe combined immunodeficient (SCID) mice (which lack T and B cells) hypercholesterolemic (the “Hyper” condition), and compared them with mice maintained at normal cholesterol levels (the “Normo” condition) for 4 months using an isocaloric diet procedure developed by our group [7]. Circulating testosterone/DHT, insulin levels, prostate size and prostate volume were not statistically different between the 2 groups (Hyper vs. Normo), and these diets did not cause weight gain/loss or liver dysfunction (data not shown). Histological examination of prostate tissue from immune intact C57BL/6 mice revealed extensive, dense inflammatory infiltrates in the periprostatic adipose tissue (Fig. S1), but not in prostate parenchyma, in the Normo group (not shown). In order to detect primarily parenchymal, instead of inflammatory, responses to changes in circulating cholesterol, we used SCID mice in subsequent RNA expression profiling experiments in which circulating cholesterol was manipulated.

**Figure 4:**
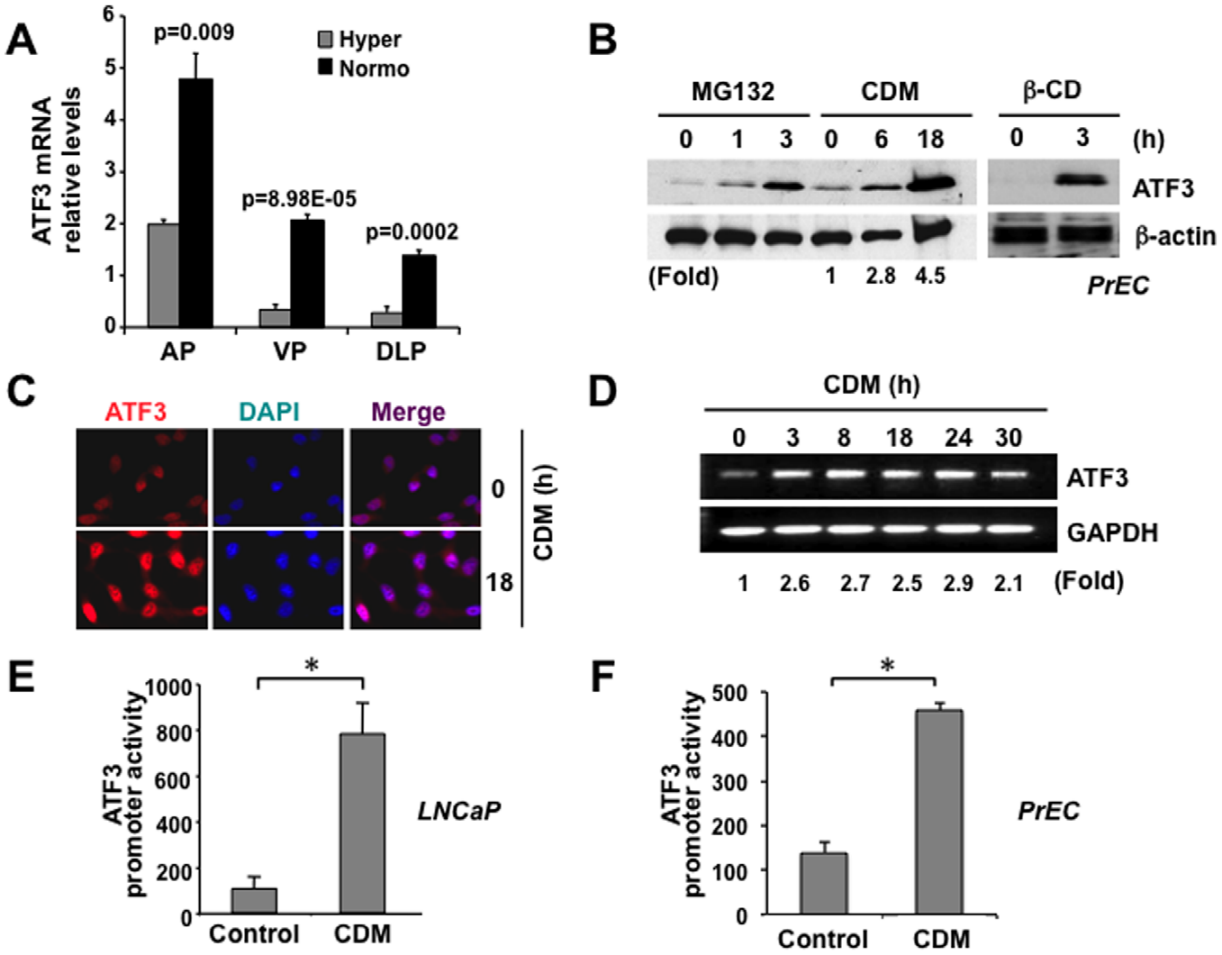
ATF3 expression coincides with reduced cholesterol. (**A**) **RT-PCR analysis** ***in vivo*** **.** ATF3 levels are reduced in all prostatic lobes from Hyper mice, compared to those from the Normo group (AP = anterior prostate; VP = ventral prostate; DLP = dorsal prostate). (**B**) **Immunoblot analysis.** Immunoblot of PrEC lysates showed induction of ATF3 protein by CDM (left panel) and by β-cyclodextrin (right panel). MG132, a proteasome inhibitor, also increased ATF3 expression. (**C**) **Immunofluorescence analysis.** Induction of ATF3 protein by CDM in LNCaP cells as shown by IF. LNCaP cells were treated with CDM for 18 h, stained with anti-ATF3 antibody and nuclei were counterstained with DAPI (left panel: ATF3; middle panel: DAPI; right panel: overlay). (**D**) **RT-PCR analysis.** ATF3 mRNA levels in LNCaP cells treated with CDM were normalized to levels of GAPDH. RT-PCR analysis shows induction of ATF3 mRNA levels by CDM. (**E–F**) **Promoter** **reporter analysis.** A full-length ATF3 promoter was cloned into a luciferase reporter vector and transfected into LNCaP (D) or PrEC (E). Cells were then incubated in Control and CDM medium. ATF3 promoter activity was plotted as arbitrary units (± SD) after normalization with total protein concentration.

SCID mice fed the hypercholesterolemic (Hyper) diet demonstrated ∼3 fold increased proliferation in prostate tissues, compared to the Normo condition, based on Ki67 staining index (Fig. 1A). As expected, Hyper mice showed ∼2.5 fold increase in serum cholesterol (Fig. 1B). Cholesterol level in the membrane fraction of mouse prostate tissues was also increased >1.5 fold in the high cholesterol cohort (Fig. 1C), indicating that elevated circulating cholesterol affects membrane lipid composition of prostate cells *in vivo.*

**Figure 5:**
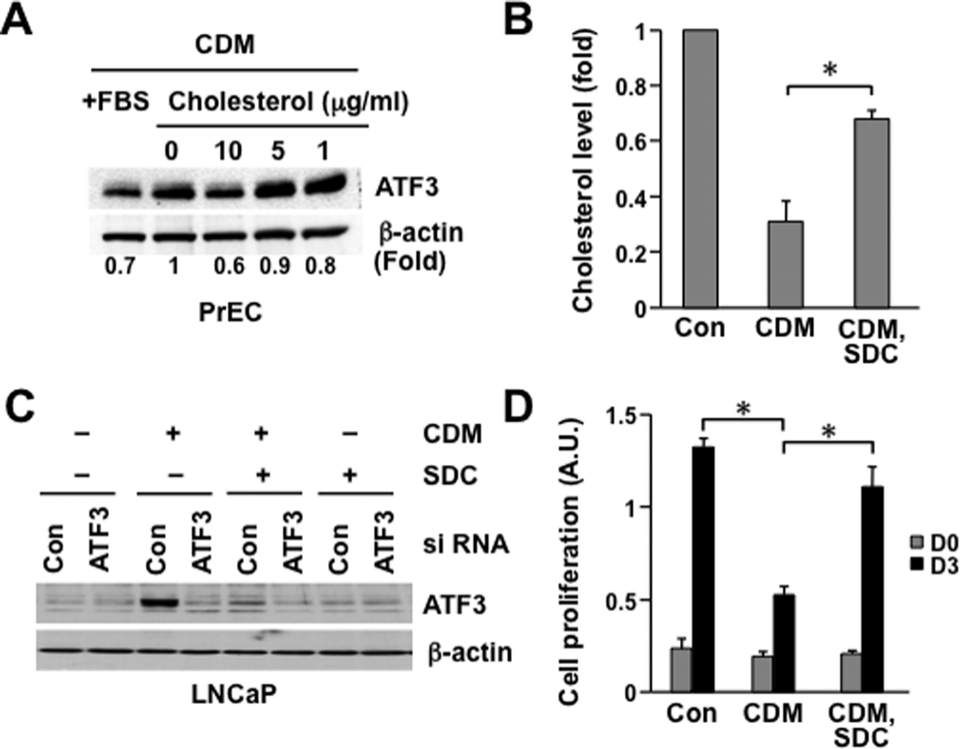
Cholesterol reduces ATF3 expression in prostate epithelial cells. (**A**) PrEC were incubated in CDM for 18 h and then water-soluble cholesterol (cholesterol loaded cyclodextrin) was added to the medium in a dose dependent manner (0, 1, 5, and 10 µg/ml) for 3h. After immunoblot analysis, band intensities were normalized to β-actin and fold changes are shown. (**B**) **Cholesterol-containing liposomes increase cholesterol level.** LNCaP cells were incubated in CDM for 18 h in the absence or presence of cholesterol containing liposomes (SDC (33% (mol) sphingomyelin+DOPC+cholesterol) [33]. Data are plotted as percent cholesterol level (± SD) (**C**) **Cholesterol containing liposomes reverse ATF3 protein induction by CDM.** LNCaP cells were transiently transfected with control siRNA (siCon) or siATF3. 48 h after transfection, cells were incubated in CDM for 18 h in the absence or presence of SDC. ATF3 protein levels were measured by immunoblot analysis. (**D**) **Enhanced proliferation by cholesterol containing liposomes.** LNCaP cells were incubated in CDM in the absence or presence of SDC [33]. After 3 d, cell proliferation was measured. Data are plotted as cell proliferation (A.U., absorption units) vs. time (days) ± SD (n = 3). Con, serum containing growth medium; CDM, cholesterol depletion medium; SDC, cholesterol containing liposome preparation. *p<0.05 (Student’s t-test).

To characterize molecular responses to the elevation in circulating cholesterol, gene expression profiling of SCID mouse prostate tissue was performed using Affymetrix mouse 430A.2 microarrays. We identified 1815 differentially expressed genes (DEGs) with a false discovery rate (FDR)<0.05. 877 DEGs were upregulated and 938 were downregulated in the ventral prostate (VP) lobes from the Hyper vs. Normo groups. GOBP and KEGG pathway enrichment analysis (Table S1) demonstrated that the upregulated genes were mainly involved in cellular processes related to cell proliferation, inflammation, and chemotaxis (p<0.05), while the downregulated genes were related to biosynthesis and cell adhesion, as well as protein folding, transport, localization, and degradation. Genes involved in inflammation/chemotaxis and cell proliferation/apoptosis suppression were largely upregulated (Table S1), consistent with the increased proliferation observed by direct examination of tissue (Fig. 1A).

**Figure 6:**
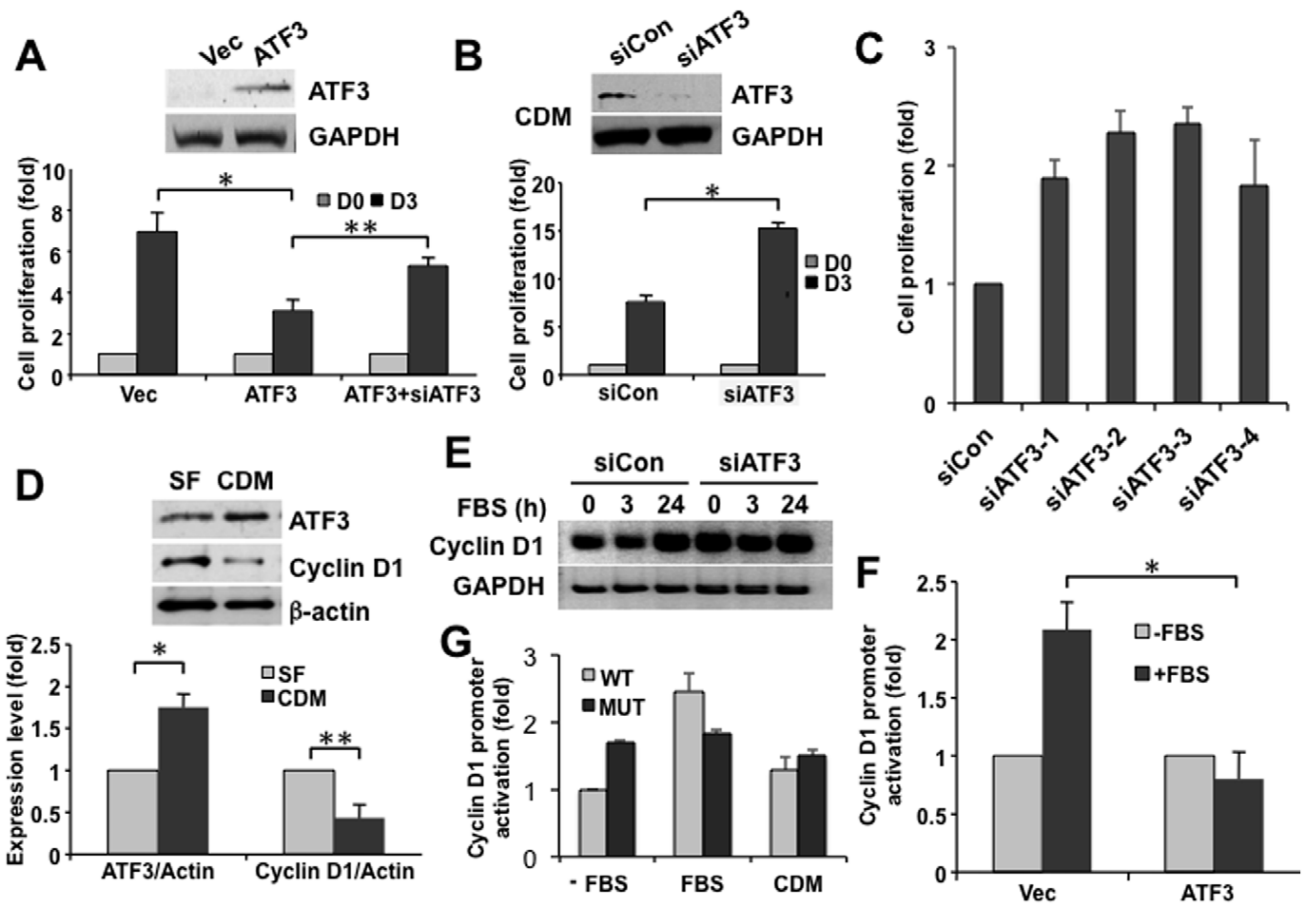
ATF3 is a negative regulator of cyclin D1 and cell proliferation. (**A**) **Enforced AFT3 expression reduces cell proliferation.** LNCaP cells were transiently transfected with an ATF3 expression construct, a vector alone control, or with the AFT3 expression construct + ATF3 siRNAs. Proliferation rate was measured at the indicated times. ATF3 expression levels were verified by immunoblot (upper panels). Data are plotted as cell proliferation (fold) vs. condition (Vec, ATF3, ATF3+siATF3) ± SD (n = 3). (**B–C**) **Knockdown of ATF3 increases cell proliferation.** LNCaP cells were transiently transfected with siATF3 (or siCon) and the number of cells at day 0 (grey bars) & day 3 (black bars) were measured. Four independent ATF3 siRNAs (siATF3-1, -2, -3, and -4) were transiently transfected, and cell numbers were determined at day 3. Data are plotted as cell proliferation (fold) vs. condition ± SD (n = 3). (**D**) **Effect of cholesterol depletion on ATF3 and cyclin D1 expression.** LNCaP cell were treated in serum free media (SF; grey bars) or with CDM (black bars) for 16 h and the level of ATF3 and cyclin D1 were determined. Data were normalized to β-actin from the same blots. Immunoblot data are representative of the immunoblot result used in densitometry. Data are plotted as expression level (fold) vs. condition ± SD (n = 3). (**E**) **ATF3 regulates cholesterol depletion-induced cyclin D1 expression (immunoblot analysis).** LNCaP cells were transiently transfected with siATF3 (or siCon). After serum starvation for 16 h, cells were stimulated with 10% serum for the indicated times. Immunoblot analysis was performed to determine cyclin D1 expression in ATF3 deficient cells. (**F**) **ATF3 regulates cyclin D1 expression (promoter reporter analysis).** LNCaP cells were transfected with promoter construct of cyclin D1 containing a luciferase reporter and followed by additional incubation with ± serum for 6 h. Data are plotted as promoter activation (fold) vs. condition ± SD (n = 3). (**G**) **Promoter activation of cyclin D1 upon cholesterol alteration requires ATF3 binding on promoter region (promoter reporter analysis).** LNCaP cells were transfected with a luciferase construct of a wild type (WT) or an ATF3 binding site mutated cyclin D1 (MUT) promoter. Promoter activity was measured 6 h after treatment with various conditions (±FBS or CDM). Data are plotted as promoter activation (fold) vs. condition ± SD (n = 4). All experiments were performed a minimum of 3 times. *p<0.05, **p<0.01 (Student’s t-test).

As an alternative approach to testing the effect of altered cholesterol availability on prostate cells, cholesterol levels were reduced in cultured human prostate cells using a published procedure employing acute exposure to cholesterol-depleted medium (hereafter referred to as CDM) [25]. In addition to using LDL-deficient serum, this medium includes an HMG-CoA reductase inhibitor to reduce endogenous cholesterol synthesis, along with a titrated amount of mevalonic acid to prevent depletion of non-sterol end products, e.g. isoprenoids. Treatment with CDM suppressed proliferation of both LNCaP prostate cancer cells (Fig. 2A) and normal human prostate epithelial cells (PrEC) (Fig. 2B), consistent with the essential role of cholesterol in cell proliferation. Incubating LNCaP cells in CDM resulted in a ≈60% reduction in intracellular cholesterol (Fig. 2C), but no cytotoxicity and no evidence of apoptosis above baseline was detected (Fig. 2D).

**Figure 7:**
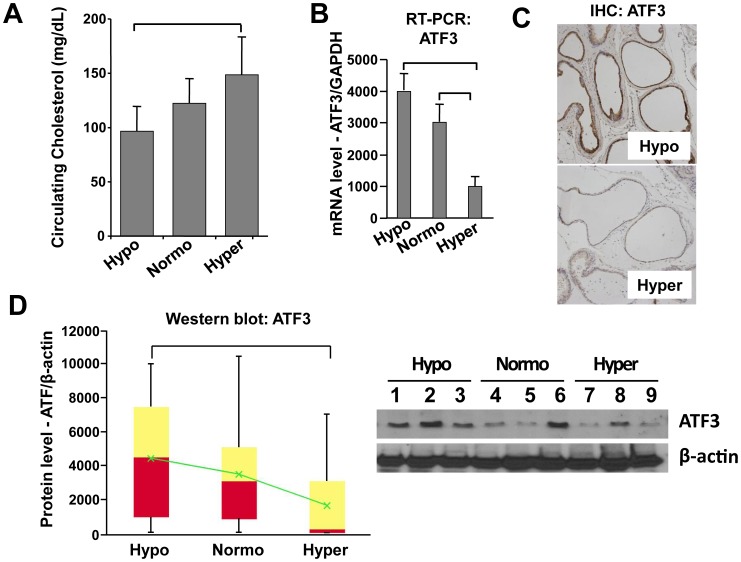
ATF3 expression level is associated with cholesterol level *in vivo*. Male C57BL/6 mice were fed Hypo, Normo, or Hyper diets for 4 months. (**A**) **Circulating cholesterol levels.** Serum cholesterol levels are plotted as cholesterol (mg/dL) vs. diet group ± SD (n = 18/group). (**B**) **RT-PCR analyses of ATF3 expression.** The expression levels of ATF3 mRNA and protein were compared in ventral prostate (VP) from male C57BL/6 mice in Hypo, Normo or Hyper conditions by quantitative densitometry. Data are plotted as mRNA level (arbitrary unit) vs. condition ± SD (n = 3). GAPDH expression was used to normalize gene expression. (**C**) **Immunohistochemical analysis of ATF3 expression.** Sections of VP tissues from mice in Hypo, Normo or Hyper groups, stained with anti-ATF3 antibody. Representative images of Hypo and Hyper are shown. (**D**) **Immunoblot analyses of ATF3**. Immunoblot data are presented as box and whisker plots of ATF3 expression levels (arbitrary units) vs. group. Bottom of red = median of lower half of the data. Top of yellow = median of upper half of the data. Intersection of red and yellow = median. Green = average. Vertical bars extend to maxima and minima (n =  18/group). *p<0.05 (two way ANOVA and Student’s t-test). Representative western blot data are shown (right).

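LNCaP is an androgen-responsive line of human prostate cancer cells that was derived from a lymph node metastasis. RNA from LNCaP cells at 0, 3 and 16 h in CDM was hybridised to 1 array per time point. No difference between the time points has a replicate check, and no p-value is given for any of them. The paper gives the hours as time in CDM, whereas the labels of the arrays give the same hours as time without serum ahead of the cholesterol-lowering medium. The paper's times are used here. The methods name NuGEN V2 for these arrays, and the labels name the standard Affymetrix labelling. The authors normalized and summarised the arrays by gcRMA, which corrects the background by the base composition of the probes, and the deposited values are on the log2 scale. They ran from 2.01 to 16.26 at 0 h and to 16.27 at 3 and 16 h, with medians of 5.43, 5.42 and 5.33. The lowest value was shared by 36.2% of the 22277 probe sets at 0 h, 37.3% at 3 h and 36.3% at 16 h, and a change to or from it has no exact size. Across probe sets, which are not independent replicates, Pearson's r was 0.997 between 0 and 3 h, 0.981 between 0 and 16 h and 0.983 between 3 and 16 h, and 0.984, 0.896 and 0.903 over the probe sets at a mean level of 6 or more. Of the probe sets, 19070 were annotated to 1 gene symbol, 1043 to several and 2164 to none in the annotation used here. The 11963 genes with a probe set of their own were each measured by the probe set with the highest mean over the 3 arrays.
The control probe sets of GAPDH, an enzyme of glycolysis, and of ACTB, the cytoskeletal beta-actin, read the 3' end, the middle and the 5' end of each transcript. The 5' signal of GAPDH fell by 2.40 on the log2 scale at 16 h, the middle signal fell by 0.98 and the 3' signal fell by 0.27. For ACTB, the 5' signal fell by 2.35 at 16 h and the middle signal fell by 0.72, while the 3' signal was 15.43 on each array. At 3 h, the 5' signal less the 3' signal was higher than at 0 h by 0.26 for GAPDH and by 0.65 for ACTB. The 18 hybridisation controls, which are added in equal amounts to every sample, had a median change of -0.01 at 3 h and 0.34 at 16 h. Their changes ran from -0.40 to 0.29 at 3 h and from 0.006 to 0.68 at 16 h.

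**Figure D1:**
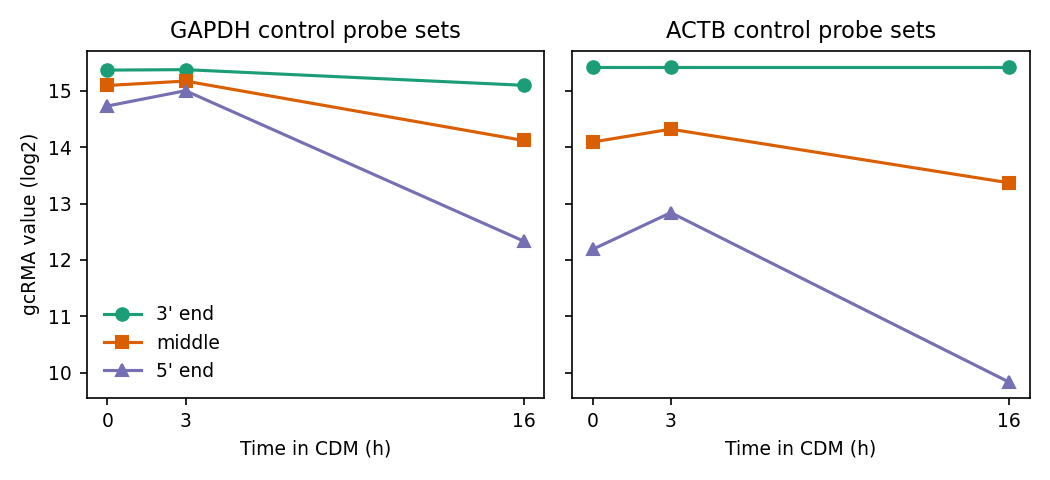
The gcRMA values (log2) of the 3' end, middle and 5' end control probe sets of GAPDH (left) and ACTB (right) against the time in CDM (h), with 1 array per point. The 5' probe sets lie at 12.33 for GAPDH and 9.83 for ACTB at 16 h, against 14.73 and 12.19 at 0 h.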

Gene expression profiling of LNCaP cells exposed to CDM conditions for 0, 3 or 16 h was performed using Human Genome U133A 2.0 microarrays. 

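At 3 h in CDM the largest rises, after that of ID1, were those of ID3, an inhibitor of basic helix-loop-helix transcription factors (7.20 on the log2 scale), and of CHAC1, an enzyme of glutathione breakdown (3.98). INHBE, a subunit of the activins, rose by 3.78 and IGFBP3, a binding protein of insulin-like growth factors, by 2.90. Among the largest falls at 3 h were those of ANXA2, a calcium-dependent membrane-binding protein, which fell by 7.12, S100A2, a calcium-binding protein of basal epithelium, which fell by 7.10, and FGFBP1, a carrier of fibroblast growth factors, which fell by 6.66. CD44, a receptor of hyaluronan, went from 8.82 at 0 h to the lowest value of the arrays at 3 and 16 h, and EFEMP1, a protein of the extracellular matrix, from 8.55 to the lowest value at 3 h. CD44 and EFEMP1 are among 12 genes that went from 6 or more at 0 h to near the lowest value at 3 h. RNA from other cells in the 0 h sample is not excluded for such falls, or for those of ANXA2 and S100A2. Among the largest falls at 16 h were those of ASF1B, a histone chaperone (-7.84), MCM10, a replication factor (-7.19), and ZWILCH, a kinetochore protein (-6.78). FYN, a tyrosine kinase of the Src family, went from 2.06 at 0 h to 10.08 at 16 h, and LAMP3, a lysosomal membrane protein, from 2.04 to 9.42. AKR1C2 and AKR1C1, which reduce steroid hormones, rose by 7.27 and 6.36 at 16 h. The other probe set of AKR1C2 went from the lowest value at 0 and 3 h to 7.03 at 16 h. Of the other probe sets of AKR1C1, 1 went from the lowest value to 7.68 at 16 h and 1 lay at the lowest value on all 3 arrays. The latter is the only specific probe set of either gene. The probe sets that rose are not specific to 1 gene, so that the rises of AKR1C2 and AKR1C1 cannot be told apart.
By an absolute log2 change from 0 h above 0.585, the threshold of 1.5-fold in the methods, 283 genes were higher and 308 lower at 3 h, a total of 591 of 11963 genes. At 16 h, 1638 genes were higher and 1378 lower, a total of 3016. When the values were scaled to the hybridisation controls, 976 genes were higher and 2228 lower at 16 h. This setting was chosen after the values were seen. It lowers every change at 16 h by 0.34, those of genes at the lowest value included. The controls themselves changed by 0.006 to 0.68 at 16 h, so that 0.34 is not an exact correction. Probe sets of the same gene differed in their changes by an SD of 0.33 at 3 h and 0.90 at 16 h (2053 genes), and of the called genes with several probe sets at a mean level of 6 or more, 82.9% at 3 h and 79.5% at 16 h had the same sign in the others, and 56.6% and 54.5% had it past the threshold.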

We identified 217 and 2477 DEGs in the 3 and 16 h conditions, respectively (See Materials and Methods; Fig. S2A and S2B). Analysis of gene expression patterns revealed 8 distinct groups (Fig. S2B), with the largest groups of DEGs (groups 4 and 5) not differentially expressed until 16 h after initiation of the experiment, while the second largest groups (groups 1 and 8) were differentially expressed from 3 h and continued to 16 h. 

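By the calls at both times, 1389 genes were higher at 16 h and within the threshold at 3 h, and 1165 genes were lower at 16 h and within the threshold at 3 h. With probe sets averaged the order of these groups turned, to 1190 higher and 1229 lower. MATN2, a matrix protein near the lowest value at 0 and 3 h and at 9.43 at 16 h, is of the former group, and PIMREG, a regulator of mitosis (-0.45 at 3 h and -6.00 at 16 h), of the latter. A further 187 genes were higher at both times, among them DDIT3, a transcription factor of the stress response (2.85 at 3 h and 3.80 at 16 h). Another 176 genes were lower at both times, among them EGR1, a transcription factor induced by serum (-3.42 and -2.92), and ASPM, a protein of the mitotic spindle (-0.97 and -5.98).
Of the remaining groups, 70 genes were lower and 59 higher at 3 h only. Another 62 genes went from lower at 3 h to higher at 16 h, such as DUSP4, a phosphatase of MAP kinases (-2.52 and 0.79, with another probe set at 7.24 on all 3 arrays), and 37 from higher to lower, such as PSAT1, an enzyme of serine synthesis picked after its values were seen (1.05 and -0.94). Of the 591 genes called at 3 h, 363 (61.4%) were called in the same direction at 16 h and 99 (16.8%) in the opposite direction. Of the 3016 genes called at 16 h, 2554 (84.7%) were not called at 3 h. With 1 array per time point, the groups describe these arrays and have no error.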

Functional enrichment analysis of DEGs (Table S2) shows that the up-regulated genes induced by CDM treatment were mainly involved in cellular processes related to the folding, transport, localization, and degradation of proteins (p<0.05), while the down-regulated genes were involved in processes related to cell cycle progression, cell proliferation, inflammation, and immune response, consistent with the finding that CDM medium suppressed rates of cell growth (Fig. 2A). 

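At 16 h in CDM, some genes of the endoplasmic reticulum (ER) that fold and move proteins were higher, and most measured genes of the cell cycle lists were lower. Of 19 measured ER chaperones and folding enzymes, 10 were higher and 0 lower than at 0 h (6 and 1 of 13 with specific probe sets only), with the largest rises in FKBP14, a prolyl isomerase (2.38), CRELD2 (2.10) and DNAJB9, a cochaperone (1.58). Of 34 genes of mitosis, 34 were lower, among them TTK, a kinase of the spindle checkpoint (-5.32), and AURKB, a kinase of chromosome segregation (-5.10). Of 38 genes of DNA replication and G1/S, 36 were lower, among them POLE2, a polymerase subunit (-5.17), and MCM5, a subunit of the replicative helicase (-5.09).
The median change of the ER chaperones was 0.13 at 3 h and 0.64 at 16 h, at the percentiles 99.9 and 100 among 10000 random lists of genes of the same mean level, a description of these arrays and not a test of the conditions. The genes of ER to Golgi transport had a median of 0.44 at 16 h (percentile 99.99), and 11 of 29 were higher and 0 lower, with SEC24D, a coat protein of transport vesicles, at 2.30. For the genes of ER translocation and N-glycosylation, which bring proteins into the ER and attach sugars to them, the median was 0.31 (percentile 99.9), and 5 of 22 were higher and 0 lower. Of 12 genes of ER-associated degradation, 6 were higher, with EDEM2 at 1.48, and 2 were lower, VCP at -0.90 and UFD1 at -0.70 (median 0.65, percentile 99.97). The other probe set of VCP gave -0.18, and with probe sets averaged 5 of these genes were higher and 1 lower. With specific probe sets only, the percentile of this list was 84.2 over 5 genes. Scaled to the hybridisation controls, 2 of the 12 were higher and 3 lower (median 0.30), 6 of the 19 ER chaperones were higher and 0 lower (median 0.29), 4 of the 29 genes of ER to Golgi transport were higher and 1 lower (median 0.10), and 1 of the 22 genes of ER translocation and N-glycosylation was higher and 0 lower (median -0.04). The subunits of the proteasome had a median of -0.27 at 16 h (percentile 0.04), and 5 of 27 were lower and 0 higher, with PSMD3 at -1.54. The heat shock proteins, a list of cytosolic members with the mitochondrial HSPD1 and HSPE1, had a median of -0.56 (percentile 0.03), and 4 of 10 were lower and 0 higher. The 4 were the cytosolic DNAJB1 (-1.02), DNAJA1 (-0.99), HSPH1 (-0.98) and HSPB1 (-0.72). The chaperonin CCT, which folds actin and tubulin, had a median of -0.50 (percentile 0.25), and 3 of 7 subunits were lower and 0 higher. By the same scaling 14 subunits of the proteasome, 8 heat shock proteins and 6 subunits of CCT were lower.
The genes of mitosis had a median of -0.10 at 3 h and -2.83 at 16 h and those of DNA replication and G1/S a median of -0.07 at 3 h and -1.83 at 16 h (percentile 0 for both at 16 h). The array at 16 h, on which the groups above were measured, is also the one with the lower 5' signal of GAPDH and ACTB. Of 9 CDK inhibitors and pocket proteins, 2 were higher at 16 h, CDKN1A at 1.22 and CDKN2A at 0.63, and RBL1 was lower (-2.29), with a median of 0.03 (percentile 91.1). CDKN2A was within the threshold when scaled to the hybridisation controls, and with probe sets averaged 1 of the 9 genes was higher and 1 lower. At 3 h their median was 0.11, at percentile 99.3 and at 45.8 with specific probe sets only, and it was within the limits with probe sets averaged (96.5), with a level of at least 4 (96.5) or 6 (96.7) and by the probe set of each gene with the smallest fall or largest rise, a setting chosen after the values were seen (97.4).
Of 22 NF-kappaB genes and inflammatory mediators, 6 were lower at 16 h and 1, NFKBIA, an inhibitor of NF-kappaB, was higher (0.71). NFKBIA was within the threshold when scaled to the hybridisation controls. The chemokine CXCL1 went from 5.96 at 0 h to the lowest value at 3 and 16 h, and the chemokine CXCL8 from 6.15 at 0 h to 3.06 at 3 h and 3.23 at 16 h. The median of this list was 0.00 (percentile 50.0) since most members lay near the lowest value on all 3 arrays. These falls move with those of 12 genes at a level of 6 or more at 0 h that lay near the lowest value at 3 h. Of 20 interferon-stimulated genes, 4 were higher at 16 h, among them IRF7 (1.19), and 3 were lower, among them OAS3, an antiviral synthetase (-5.55), with a median of 0.00 (percentile 49.6), and by the scaling above 3 were higher and 5 lower. Of 11 genes of MHC class I presentation, 0 were higher and 2 lower, TAPBP at -1.06 and TAP2 at -0.65 (median 0.00, percentile 42.6). CXCL1, UFD1, HSPD1 and HSPE1 were picked after their values were seen. The paper relates the processes of its down-regulated genes to the slower growth of the cells in CDM (Fig. 2A).

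**Figure D2:**
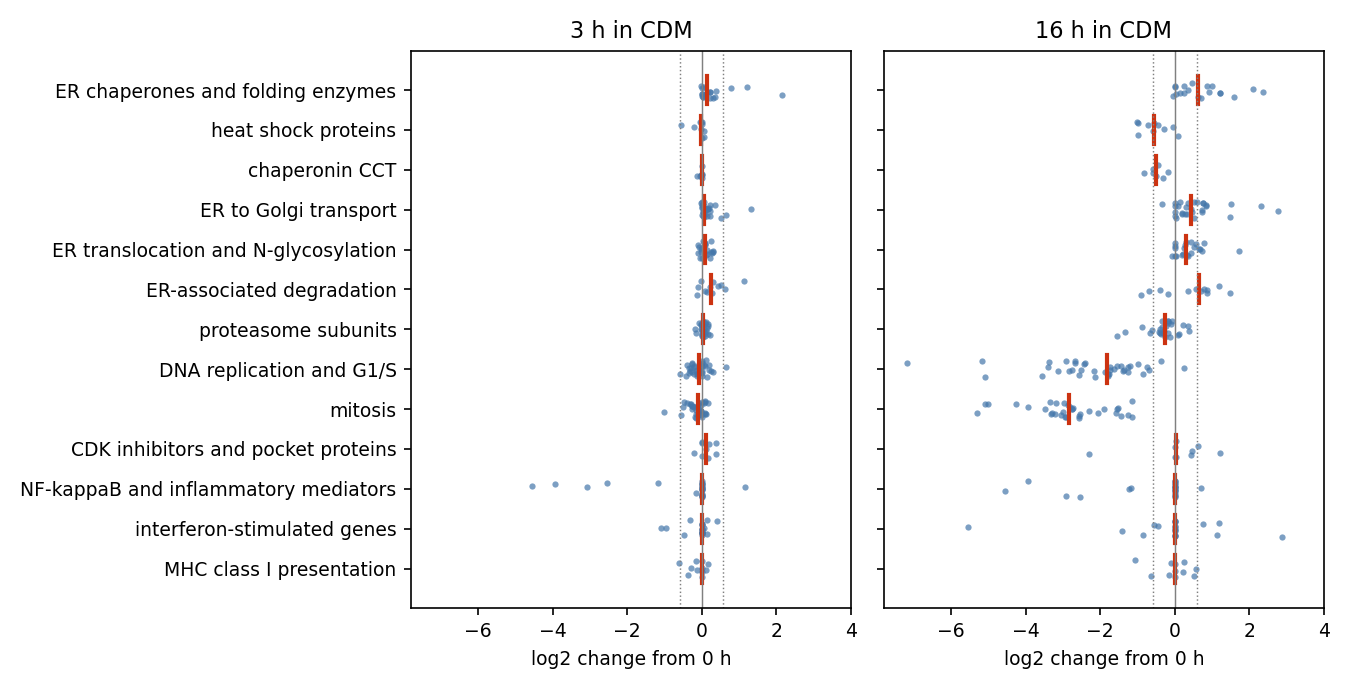
The log2 change from 0 h of each measured gene of 13 groups at 3 h (left) and 16 h (right) in CDM. Each point is a gene, red bars are medians and dotted lines mark the threshold. At 16 h the median is 0.64 for ER chaperones and -2.83 for mitosis.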

The results in Tables S1 and S2 indicate that similar cellular processes were affected by hyper- and hypocholesterolemic (Hypo) conditions, but in opposite directions.

**Figure 8:**
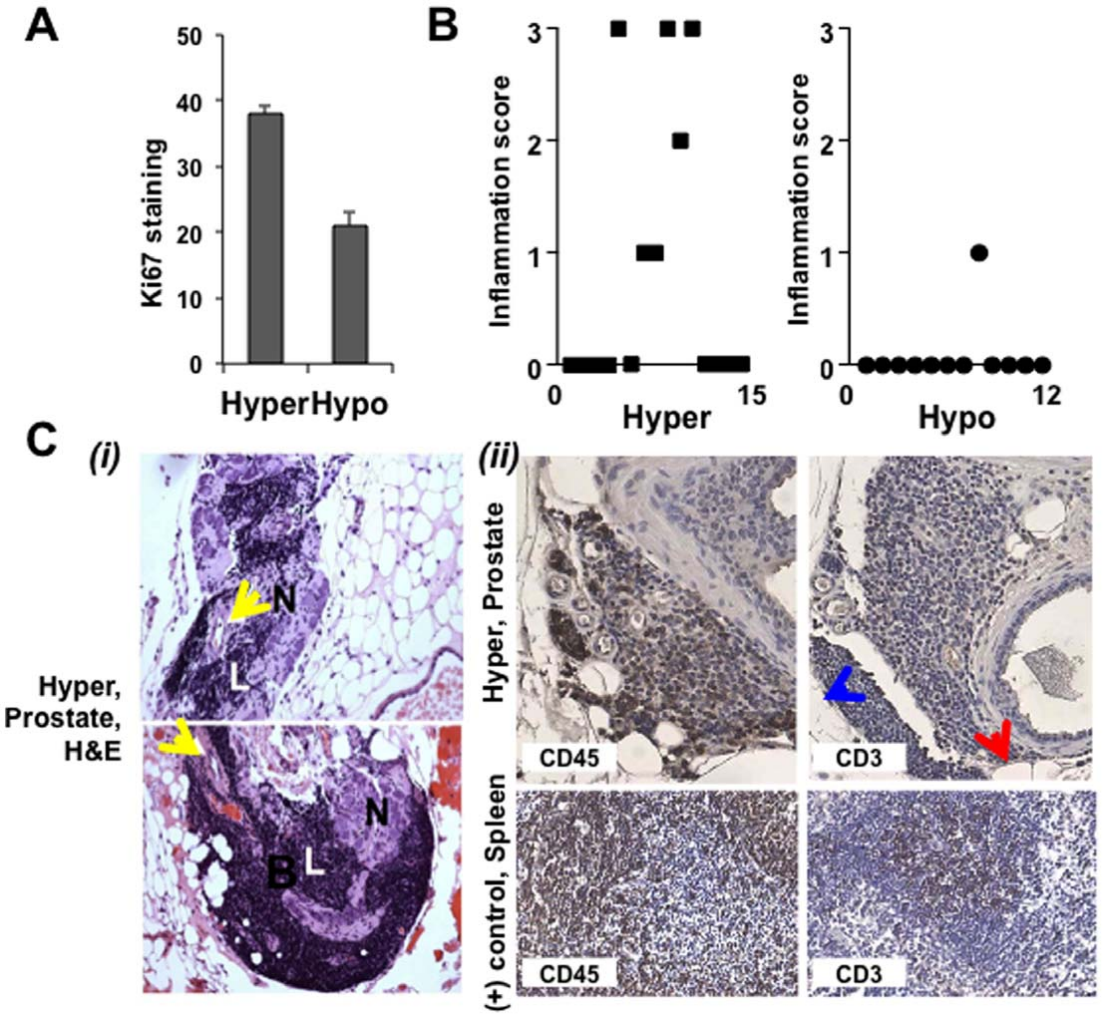
Hypocholesterolemia suppresses prostatic inflammation. (**A**) **Proliferative index.** Proliferating cells were counted by Ki-67 staining as described in Materials and Methods. Data are plotted as Ki-67 positive cells vs. condition. (**B**) **Inflammation score.** Infiltrating cells were scored as described in Materials and Methods. Data are plotted as inflammation score vs. condition. (**C-** ***i***) **VP lobes from male C57BL/6 mice in the Hyper condition.** Lymphoid cell populations (L) infiltrating periprostatic adipose tissue adjacent to nerves (N) and blood vessels were observed in the Hyper condition (yellow arrows). Two representative fields are shown. (**C-** ***ii***) IHC staining with anti-CD45 (1∶150) and anti-CD3 (1∶200) show inflammatory infiltrates observed in the Hyper condition are a mixture of B and T cells. Spleen tissue from male C57BL/6 mice was used as a positive control for IHC and protocol optimization. Blue arrowhead, adipose tissue; Red arrowhead, a prostatic acinus.

### A Cholesterol-sensitive Network

The overlap in the gene expression response to hypercholesterolemia in the mouse prostate and to CDM in LNCaP cells prompted us to integrate both data sets. We identified 449 genes altered in the 2 conditions (Fig. S3). These 449 DEGs were categorized into 4 groups based on the expression patterns between Hyper mouse prostates and CDM-treated LNCaP cells. This analysis narrowed the genes of interest to 265 (Clusters 2 and 3, Fig. S3A), whose expression levels were significantly altered in opposing directions in the 2 experimental settings. Using this gene set, we then constructed a hypothetical cholesterol-sensitive network to obtain a deeper and broader understanding of the genes/proteins underlying the prostatic response to changes in cholesterol.

The network (Fig. 3A) includes several interesting modules (clusters of functionally related genes based on GOBPs), including modules related to carbohydrate metabolism, inflammation, cell cycle regulation, cell migration, chromosome remodeling, RNA splicing, vesicular transport and steroid biosynthesis. The node and node boundary colors in Fig. 3A represent gene expression changes induced by hypercholesterolemia *in vivo* and by CDM treatment *in vitro*, respectively (See Methods or Figure legends). 

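Of the nodes of Fig. 3A with a red boundary (read by eye) that the arrays measured, 47 of 59 were higher past the threshold at 16 h, and of those with a green boundary 53 of 73 were lower (34 and 59 when scaled to the hybridisation controls, a setting chosen after the values were seen). In the cell cycle module 29 of 32 nodes with a green boundary were lower at 16 h, with a median change of -2.22. In the vesicular transport module 15 of 18 nodes with a red boundary were higher (median 1.08; 11 when scaled), and in the cell proliferation module 13 of 16 (median 0.94; 8 when scaled). In the inflammation module 3 of 3 nodes were lower at 16 h: S100A6, a calcium-binding protein, which went from 6.79 at 0 h to 2.24 at 3 and 16 h, C3, taken here as the complement component of that symbol, from 4.55 to the lowest value, and the interferon-induced IFI44, at -1.41.
In the cell migration module 6 of 18 nodes with a green boundary were lower at 16 h and 1 was higher, and 9 were lower at 3 h, 16 h or both. Of the 4 nodes of the steroid biosynthetic process module, 2 were lower at 16 h, TSPO, a protein of the outer mitochondrial membrane (-1.39), and TMEM109 (-1.83), both picked after their values were seen. At 3 h, 14 of the nodes with a red boundary were higher and 2 lower, and 14 of those with a green boundary were lower and 2 higher. The falls of S100A6 and C3 by 3 h move with those of genes at a level of 6 or more at 0 h and near the lowest value at 3 h, of which S100A6 is 1. The nodes were chosen by the study on these arrays, so their counts are not independent evidence of a direction. The other probe set of IFI44 lay at the lowest value on all 3 arrays.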

To assess the validity of this network, we used RT-PCR to assay for differential expression of a total of 8 genes, which we considered representative of all functional categories, in the *in vivo* Hyper vs. Normo conditions or in the cull culture CDM vs. normal medium conditions. Two genes with a high degree of centrality (See Materials and Methods), ATF3 (activating transcription factor 3, a mammalian ATF/CREB family transcription factor) and a known ATF3 target, ID1 (DNA-binding protein inhibitor 1), were tested under both conditions (Figs. 3B and 3C). As predicted from the microarray data, hypercholesterolemia reduced the mRNA levels of ATF3 as well as ID1, and enhanced those of C3 (apolipoprotein C3), S100A (S100 calcium-binding protein A) and IFI44 (gamma-interferon-inducible protein 44) (Fig. 3B). Also consistent with the microarray findings, in the cell culture setting mRNA levels of ATF3, ID1, ID2, CDK2 (cyclin-dependent kinase 2), and VEGFC (Vascular endothelial growth factor C) were up- (ATF3, ID1 and ID2) or down-regulated (CDK2 and VEGFC) in response to CDM treatment (Fig. 3C). These findings support the validity of the network model shown in Figure 3A.

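On the arrays, ATF3 was at 10.99 on the log2 scale at 0 h, 13.16 at 3 h and 13.67 at 16 h, a rise of 2.17 at 3 h and 2.68 at 16 h. ID1 was at the lowest value of the arrays at 0 h, at 10.82 at 3 h and at 11.52 at 16 h. ID2, which like ID1 inhibits basic helix-loop-helix transcription factors, was at 6.75, 10.16 and 11.12, a rise of 3.41 at 3 h and 4.37 at 16 h, and its other probe set rose by 2.20 and 3.11. CDK2, which drives entry into S phase, was at 10.72 at 0 h, 10.65 at 3 h and 7.81 at 16 h, a change of -0.07 and -2.92. The other probe sets of CDK2 lay near the lowest value on all 3 arrays. VEGFC, a growth factor of lymphatic vessels, was at 2.10 at 0 h and at the lowest value at 3 and 16 h, so that its change cannot be sized on these arrays.

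**Figure D3:**
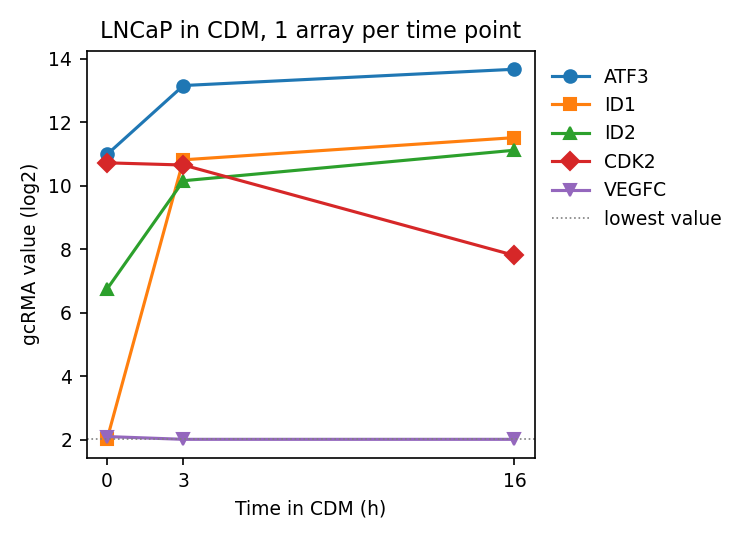
The gcRMA values (log2) of ATF3, ID1, ID2, CDK2 and VEGFC against the time in CDM (h), with 1 array per point and the lowest value of the arrays as a dotted line. ATF3, ID1 and ID2 lie higher at 3 and 16 h than at 0 h, CDK2 lies lower at 16 h, and VEGFC lies near the lowest value throughout.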

### ATF3: a Central Node in the Prostatic Response to Changing Cholesterol Levels

To identify one or more “key” regulators of the prostatic response to cholesterol, we performed the following analysis. We selected genes for regulatory proteins (e.g. transcription factors, signaling molecules) from the 265 consistently altered DEGs. For each regulator, we then tallied its degree of centrality, based on the number of known DEG interactors (See Materials and Methods). The goal was to identify the key regulators with the largest degree of centrality in the network. This analysis identified ATF3 as one such potential key regulator because it has known targets ICA1 (islet cell autoantigen 1), ID1, TCF12 (transcription factor 12), TBL1X (transducin (beta)-like 1X-linked) and RNF14 (E3 ubiquitin-protein ligase) in at least 4 distinct modules (vesicular transport, cell proliferation, chromosome remodeling and RNA splicing) in the cholesterol-sensitive network.

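On the LNCaP arrays, each of the 5 named targets of ATF3 was higher at 16 h in CDM than at 0 h past the threshold, and at 3 h only ID1 was. TCF12, a basic helix-loop-helix transcription factor, changed by 0.44 at 3 h and 1.32 at 16 h, and ICA1 by 0.12 and 1.28. TBL1X, a subunit of corepressor complexes, changed by 0.19 and 1.02, and RNF14, a ubiquitin ligase, by 0.49 and 0.93. The median of the 5 genes was 0.44 at 3 h (percentile 99.9 among the random lists) and 1.28 at 16 h (percentile 99.95). The study chose these genes on these arrays, so the shift of the list is not independent evidence.
Other probe sets of these genes gave other sizes. A probe set of ICA1 with levels near those of the main one changed by 1.40 at 16 h. Of the 3 with lower levels, 1 lay near the lowest value on all 3 arrays. The others changed by 0.14 and 4.11. For TBL1X the other probe sets ran from -0.03 to 1.21 at 16 h, for RNF14 the other probe set gave 0.08, and for TCF12 it lay at the lowest value on all 3 arrays. With the probe sets of a gene averaged, 3 of the 5 genes were higher past the threshold at 16 h, and the list had a median of 0.28 at 3 h and 0.66 at 16 h, at the percentiles 97.4 and 95.9, neither of which stands apart from the random lists.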

ATF3 has been reported to participate in both cell proliferation and immunity [26], [27], and due to alternative splicing functions, can act as both an activator and repressor of gene transcription [28]–[32]. As a further test of the network model, we focused specifically on ATF3 and its sensitivity to cholesterol. RT-PCR analysis using three prostatic lobes (anterior prostate, AP; ventral prostate, VP and dorsolateral prostate, DLP) demonstrated that ATF3 gene expression levels were significantly decreased in the Hyper, compared to the Normo condition (Fig 4A). Consistent with these downward changes seen in hypercholesterolemia, expression of the ATF3 protein was induced in a time-dependent manner in both PrEC and LNCaP cells in response to cholesterol lowering in CDM (Figs. 4B and 4C). ATF3 was also acutely induced in response to rapid depletion of membrane cholesterol with methyl-β-cyclodextrin (β-CD), a cholesterol-absorbing reagent (Fig. 4B, right panel). ATF3 mRNA level was increased approximately 2.5-fold after 3 h of CDM treatment and this increase was retained for at least 30 h (Fig. 4D). Assessment of the responsiveness of the ATF3 promoter to cholesterol by luciferase reporter assay showed that CDM evoked ATF3 transcriptional activation in LNCaP (Fig. 4E) as well as PrEC (Fig. 4F), consistent with the mRNA and protein data.

In order to test whether adding endogenous cholesterol reverses the induction of ATF3 expression upon cholesterol depletion, human PrEC were incubated in CDM with and without soluble cholesterol (Fig. 5A). The presence of 10 µg/ml water-soluble cholesterol inhibited CDM-induced ATF3 expression approximately 40% (Fig. 5A). A cholesterol containing liposome preparation (SDC) [33], containing 33 mol% each of sphingomyelin, 1,2-Dioleoyl-*sn*-glycero-3-phosphocholine (DOPC) and cholesterol, raised cholesterol level in LNCaP cells (Fig. 5B) and reversed ATF3 upregulation induced by CDM treatment (Fig. 5C). Significantly, this manipulation reversed the inhibition of cell proliferation induced by CDM (Fig. 5D).

These data show that ATF3 expression is regulated by cholesterol level both in normal immortalized prostate epithelial cells and in androgen-dependent prostate cancer cells. Moreover, the inverse correlation of ATF3 level and cell proliferation suggests that altered ATF3 may mediate the effect of cholesterol on regulating cell proliferation.

### ATF3 Regulates Prostate Cell Proliferation

We next performed functional studies in LNCaP cells to assess the biological role of ATF3. Enforced expression of ATF3 inhibited cell proliferation, an effect that was reversed by ATF3-targeted RNA interference (RNAi) (Fig. 6A). Conversely, knockdown of ATF3 using RNAi increased cell growth (Fig. 6B), suggesting that the endogenous protein is growth suppressive. ATF3 levels were low in growing cells without added stimuli, requiring CDM treatment for visualization (Fig. 6B, upper panel). To rule out the off-target effects of siRNAs, 4 independent ATF3 siRNAs were tested. Consistent with results using the ATF3 siRNA pool, cell proliferation was enhanced when ATF3 expression was depleted by the 4 individual ATF3 siRNAs (Fig. 6C).

Notably, the increased ATF3 level (>1.5 fold) in response to CDM coincided with reduced cyclin D1 expression (≈0.5 fold compared to time 0) (Fig. 6D). Because cyclin D1 plays an essential role in the cell cycle transition from early to mid-G1 phases, we asked whether there is a functional link between ATF3 and cyclin D1 in the context of cell proliferation. Fetal bovine serum (10%) raised cyclin D1 expression as expected in a time-dependent manner in serum-starved control cells. ATF3 knockdown by RNAi increased cyclin D1 levels even in the absence of serum stimulation (Fig. 6E). Cyclin D1 promoter-driven expression of luciferase was also enhanced in response to serum, and was almost completely suppressed by ATF3 overexpression (Fig. 6F). To determine whether cyclin D1 mediates proliferative effects of ATF3 in response to cholesterol alterations, we compared the response of the wild type cyclin D1 (WT) promoter, and an identical promoter with the ATF3-binding site inactivated by mutation (MUT), after incubation in two control conditions (medium ± FBS) or CDM. Cyclin D1 promoter activation in response to cholesterol alteration was diminished when the ATF3 binding site was mutated (Fig. 6G). These results imply that ATF3 downregulation under conditions of hypercholesterolemia may activate cyclin D1 expression and lead to enhanced cell proliferation.

### Influence of Cholesterol on ATF3 Expression and Inflammatory Infiltrates

In order to further investigate whether circulating cholesterol levels alter ATF3 expression *in vivo* in immune-intact animals, 7–8 wk old male C57BL/6 mice (n = 18/group) were maintained under Hypo, Normo or Hyper conditions for 4 months. There were no significant differences in weight, insulin level, circulating testosterone/DHT level, and no detectable liver dysfunction, in the 2 groups. The Hypo diet resulted in circulating cholesterol levels about 60% lower than the Hyper diet (p<0.05), and the 3 diet regimens resulted in 3 distinct average cholesterol levels (Fig. 7A). To assess the effect of circulating cholesterol level on ATF3 expression, we measured ATF3 mRNA and protein levels in C57BL/6 mouse prostate tissue under Hypo, Normo or Hyper conditions. Consistent with the findings presented above, ATF3 mRNA (Fig. 7B) and protein (Fig. 7C and 7D) were markedly reduced, seemingly in a step-wise manner, with increasing cholesterol.

Prostate tissue from Hypo mice showed evidence of substantially decreased Ki67 staining (Fig. 8A) and lymphomononuclear cell accumulation (Fig. 8B), in comparison to the Normo (not shown) and Hyper groups, indicating that cholesterol reduction may reduce prostatic inflammation. In the Normo and Hyper groups, inflammatory cell clusters (L) were found closely associated with nerve tracts (N) and blood vessels (yellow arrows) in Hyper animals (Fig. 8C *(i)*). The presence of lymphomononuclear infiltrates was negligible in the Hypo condition (data not shown). IHC analysis using marker proteins of immune cells (CD45, a general marker for lymphocytes; CD3, T cell marker) revealed that the monocytoid cells in the infiltrates are a mixture of B and T cells, with a predominance of B lymphocytes (Fig. 8C *(ii)*).

## Discussion

In this study, we sought to gain insight into the mechanism by which the normal prostate responds to changes in cholesterol level in the microenvironment. We took a systems approach of identifying a cholesterol-responsive gene set and constructing a signaling network. We then tested this network using a series of independent approaches. We used an isocaloric diet method that allows isolation of cholesterol level as a variable independent of energy effects, animal weight variation, level of visceral fat or changes in circulating androgen [7]. Direct examination of prostate tissue from mice kept under chronic hypercholesterolemia demonstrated increased cell proliferation and under hypocholesterolemic conditions showed suppressed inflammatory cell infiltration. These findings suggest that circulating cholesterol may trigger pathophysiological changes in the prostate, and that lowering cholesterol may inhibit such changes. *In vitro* cholesterol depletion experiments showed that cell proliferation is inhibited by insufficient cellular cholesterol. By integrating unbiased gene expression data from the *in vivo* and *in vitro* experiments, we identified a network of cholesterol-regulated genes in the prostate. Further analysis indicated that the transcription factor ATF3 is likely to be an important node in this network. To our knowledge, this is the first systematic study of the signaling mechanisms in the prostate affected by changes in cholesterol levels.

ATF3 is a 21kDa leucine zipper (bZIP) transcription factor that belongs to the ATF/CREB protein family. ATF3 mRNA levels are low or undetectable in most tissues under most conditions, but are induced by a variety of environmental cues, including cytokines, xenotoxic agents and physiological stresses [26]. ATF3 has been identified as a suppressor of innate immunity, viral immunity, and allergic inflammation [26], [34]–[38]. ATF3 suppresses LPS-induced expression of interleukin (IL)-6 and IL-12 in macrophages by working in conjunction and in opposition to Rel (an NFκB subunit), an activator of IL-6 and -12 genes [37]. ATF3 is also activated in the lungs of mice after allergen challenge, where it contributes to negative regulation of the expression of IL-4, IL-5, IL-13 and other CCL (β-chemokine ligand) chemokine genes that mediate immune cell infiltration to pulmonary tissue. Consequently, ATF3-deficient mice exhibit increased airway hypersensitivity including enhanced eosinophilia [36]. Together, those studies suggest that ATF3 regulates inflammatory responses.

As a transcriptional repressor of cyclin D1, IRS (insulin receptor substrate) 2, and ID1 expression in chondrocytes, mouse embryonic fibroblasts, mouse pancreatic beta cells, and HaCaT human skin keratinocyte cells, ATF3 functions as an anti-proliferative factor [39]–[43]. In cancer cells, ATF3 has also been identified as an inhibitor of Ras-stimulated tumorigenesis [43]. Those studies suggest that ATF3 induction correlates with cell cycle arrest, growth inhibition, and/or apoptosis. In contrast, ATF3 overexpression enhanced transcription of FN (fibronectin)-1, TWIST (twist transcription factor)-1 and Slug in MCF10CA1 breast cancer cells [44], and led to increased proliferation of DU145 prostate cancer cells [45]. Moreover, targeting ATF3 for knockdown inhibits cell adhesion and invasion capability in HT29 human colon cancer cells [46]. ATF3 increased apoptosis in untransformed MCF10A mammary epithelial cells, while it inhibited apoptosis in MCF10A breast tumor cells [44]. These discrepancies in function suggest that the biological role of ATF3 is highly dependent on physiologic conditions. The role of ATF3 in malignancy cannot be generalized as either being oncogenic or tumor suppressing; it exhibits properties of both functional classes. This duality of function has been explained as a consequence of: (a) cellular context; (b) post-translational modifications; (c) interacting proteins; (d) sub-cellular compartmentalization; and/or (e) differential complex formation of ATF3 homo- or heterodimers with other bZip proteins (e.g. c-Jun, Jun B and Jun D).

Hypocholesterolemic mice exhibited substantially reduced levels of inflammatory infiltrates in the prostate and relatively high expression of ATF3. Similarly, ATF3 mRNA level was rapidly increased by depriving cells of cholesterol *in vitro*, an effect that was sustained for at least 30 h (Fig. 4C). These data could be evidence for suppression by high cholesterol of a feedback regulatory mechanism that inhibits prostatic inflammation, although the present data do not provide a mechanistic explanation for how altered ATF3 expression might affect immune cell infiltration. One possibility is that chronic hypercholesterolemia may activate prostatic cells or/and adipocytes, through regulation of ATF3 levels, to secrete chemo-attractants (e.g. cytokines and chemotactic adipokines) that recruit immune cells.

Notably, dense inflammatory infiltrates were found adjacent to nerves, suggesting the possibility that prolonged high cholesterol might lead to chronic pain. Recruitment of inflammatory cells into nerve fibers has been identified as a likely source of visceral pain in chronic pancreatitis, and painful ejaculation symptoms occur in 5–31% of men with LUTS linked to BPH [47], [48]. In light of our present data, these observations, suggest the possibility that prolonged high cholesterol may promote symptoms associated with benign prostatic disease.

Our cholesterol sensitive network model revealed alterations in an inflammatory signature in response to variation of cholesterol level (Fig. 3A): Expression of S100A, C3 and IFI44 was increased in the Hyper group, and decreased in the Hypo condition (Fig. 3). Pathway analysis suggested that the immune/inflammation-related genes were significantly enriched in the Hyper condition (Table S1), suggesting an inflammatory response to high cholesterol. Accumulating evidence has linked pathologic or premalignant changes in the prostate with chronic inflammation. In particular, most BPH tissues show evidence of a chronic inflammatory reaction: (a) only 23% of prostate biopsies from 284 BPH patients were free of infiltrating inflammatory cells [49], (b) the presence of inflammatory infiltrates in BPH tissues was associated with increased rates of disease progression and elevated risk of acute urinary retention (Medical Therapy of Prostatic Symptoms (MTOPS) study), (c) human BPH stromal cells isolated from surgical specimens express all of the toll-like receptors (TLRs), which are central mediators of the innate immune system [50]; and (d) a recent report of a BPH signaling network suggested activation of inflammation through the TGFβ-Smad2/3 signaling pathway [51]. Chronic inflammatory infiltrates in BPH nodules are mainly composed of T cells and macrophages [52]–[54], which are recruited to the prostate by chemoattractants, including IL-6, IL-8 and IL-15. In particular, IL-8 is highly expressed in BPH specimens [55] and stimulates prostatic stromal and epithelial growth during BPH progression [56].

In summary, we have identified elements of a cholesterol-sensitive network in the normal prostate, thereby demonstrating that the prostate senses and can mount a response to chronic changes in circulating cholesterol. Because cholesterol-lowering drugs of several types are in widespread use, further study of the effects of cholesterol on the prostate and on lower urinary tract function may uncover novel therapeutic strategies.

## Supporting Information

Figure S1 **Inflammation was observed in H&E staining from C57BL6 mice, but not in SCID mice, in normal diet condition.**
(TIF) Click here for additional data file.

Figure S2 **Nucleotide microarray constructed gene clusters based on expression pattern.** LNCaP prostate cells were treated with CDM for 0, 3 or 16h, and RNAs extracted were used for RNA profiling. Gene expression levels of LNCaP cells at 3 or 16 h of treatment with CDM in comparison with untreated cells are displayed. Green: downregulated genes; red: upregulated genes in response to exposure to CDM. **(A) Heat map showing up- or down-regulated genes by cholesterol depletion. (B) 8 clusters of transcripts were identified based on expression pattern.** The largest cluster containing proliferation-related genes showed a marked downregulation by CDM.
(TIF) Click here for additional data file.

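Of the 72 genes in the lists of DNA replication, G1/S and mitosis, 67 (93.1%) were lower at 16 h and within the threshold at 3 h. Among them were PLK1, a mitotic kinase (0.13 at 3 h and -3.93 at 16 h), CENPE, a kinesin of the kinetochore (-0.39 and -4.26), KIF11, a kinesin of the spindle (-0.05 and -3.29), and TOP2A, a topoisomerase (-0.27 and -3.06). Another 2 genes were lower at both times, ESPL1, the protease separase (-5.02 at 16 h), and CCNE1, the cyclin that activates CDK2 (-0.59 at 3 h and -0.75 at 16 h). CDC6, a factor that loads the replicative helicase, was higher at 3 h (0.65) and lower at 16 h (-2.44). By its other probe set it was within the threshold at 3 h (0.45) and lower at 16 h (-1.51). The other 2 genes were within the threshold at both times, RFC5, a subunit of the clamp loader (0.25 at 16 h), and LIG1, a DNA ligase with low levels on all arrays (2.82 at 0 h and 2.46 at 16 h). With probe sets averaged, 37 of the 38 genes of DNA replication and G1/S were lower at 16 h, RFC5 among them. CCND1, which encodes cyclin D1, was at -0.14 at 3 h and -0.99 at 16 h, and at -1.42 at 16 h by its other probe set. PLK1, KIF11, TOP2A, RFC5 and LIG1 were picked after their values were seen.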

Figure S3 **Integration of two DNA microarray datasets.** Two separately acquired microarray data from mouse prostate (*in vivo*) and LNCaP cells (*in vitro)* were integrated to extract the emerging cholesterol-sensing gene network in prostate cells in response to cholesterol manipulation. **(A)** 449 genes were identified in the Hyper and CDM conditions and categorized into four groups: (1) both up, (2) up in one or the other, and (3) both down. We focused the 265 genes that were significantly altered in opposite directions by Hyper and CDM. **(B) Heat map showing the commonly found genes in Hyper and Hypo (CLM) condition.** Green, downregulated genes; Red, upregulated genes compared to control.
(TIF) Click here for additional data file.

Table S1 **Enriched GOBP or KEGG terms by DEGs affected by Hyper diet in the SCID VP lobe.**
(TIF) Click here for additional data file.

Table S2 **Enriched GOBP or KEGG terms by DEGs affected by CDM in LNCaP cells.**
(TIF) Click here for additional data file.

## References

[1] Moyad MA, Lowe FC (2008). Educating patients about lifestyle modifications for prostate health.. Am J Med.

[2] de Ferranti S, Mozaffarian D (2008). The perfect storm: obesity, adipocyte dysfunction, and metabolic consequences.. Clin Chem.

[3] Marcovecchio M, Mohn A, Chiarelli F (2005). Type 2 diabetes mellitus in children and adolescents.. J Endocrinol Invest.

[4] Qi L, Saberi M, Zmuda E, Wang Y, Altarejos J (2009). Adipocyte CREB promotes insulin resistance in obesity.. Cell Metab.

[5] Freeman MR, Solomon KR (2004). Cholesterol and prostate cancer.. J Cell Biochem.

[6] Zhuang L, Kim J, Adam RM, Solomon KR, Freeman MR (2005). Cholesterol targeting alters lipid raft composition and cell survival in prostate cancer cells and xenografts.. J Clin Invest.

[7] Solomon KR, Pelton K, Boucher K, Joo J, Tully C (2009). Ezetimibe is an inhibitor of tumor angiogenesis.. Am J Pathol.

[8] Mostaghel EA, Solomon KR, Pelton K, Freeman MR, Montgomery RB (2012). Impact of circulating cholesterol levels on growth and intratumoral androgen concentration of prostate tumors.. PLoS One.

[9] Graaf MR, Beiderbeck AB, Egberts AC, Richel DJ, Guchelaar HJ (2004). The risk of cancer in users of statins.. J Clin Oncol.

[10] Murtola TJ, Tammela TL, Lahtela J, Auvinen A (2007). Cholesterol-lowering drugs and prostate cancer risk: a population-based case-control study.. Cancer Epidemiol Biomarkers Prev.

[11] Flick ED, Habel LA, Chan KA, Van Den Eeden SK, Quinn VP (2007). Statin use and risk of prostate cancer in the California Men's Health Study cohort.. Cancer Epidemiol Biomarkers Prev.

[12] Platz EA, Clinton SK, Giovannucci E (2008). Association between plasma cholesterol and prostate cancer in the PSA era.. Int J Cancer.

[13] Parsons JK, Bergstrom J, Barrett-Connor E (2008). Lipids, lipoproteins and the risk of benign prostatic hyperplasia in community-dwelling men.. BJU Int.

[14] Pelton K, Di Vizio D, Insabato L, Schaffner CP, Freeman MR (2010). Ezetimibe reduces enlarged prostate in an animal model of benign prostatic hyperplasia.. J Urol.

[15] Adam RM, Danciu T, McLellan DL, Borer JG, Lin J (2003). A nuclear form of the heparin-binding epidermal growth factor-like growth factor precursor is a feature of aggressive transitional cell carcinoma.. Cancer Res.

[16] Kim J, Adam RM, Freeman MR (2005). Trafficking of nuclear heparin-binding epidermal growth factor-like growth factor into an epidermal growth factor receptor-dependent autocrine loop in response to oxidative stress.. Cancer Res.

[17] Kim J, Jahng WJ, Di Vizio D, Lee JS, Jhaveri R (2007). The phosphoinositide kinase PIKfyve mediates epidermal growth factor receptor trafficking to the nucleus.. Cancer Res.

[18] Berger R, Febbo PG, Majumder PK, Zhao JJ, Mukherjee S (2004). Androgen-induced differentiation and tumorigenicity of human prostate epithelial cells.. Cancer Res.

[19] Adam RM, Mukhopadhyay NK, Kim J, Di Vizio D, Cinar B (2007). Cholesterol sensitivity of endogenous and myristoylated Akt.. Cancer Res.

[20] Storey JD, Tibshirani R (2003). Statistical significance for genomewide studies.. Proc Natl Acad Sci U S A.

[21] Hwang D, Rust AG, Ramsey S, Smith JJ, Leslie DM (2005). A data integration methodology for systems biology.. Proc Natl Acad Sci U S A.

[22] Lempicki RA, Polis MA, Yang J, McLaughlin M, Koratich C (2006). Gene expression profiles in hepatitis C virus (HCV) and HIV coinfection: class prediction analyses before treatment predict the outcome of anti-HCV therapy among HIV-coinfected persons.. J Infect Dis.

[23] Junker BH, Koschutzki D, Schreiber F (2006). Exploration of biological network centralities with CentiBiN.. BMC Bioinformatics.

[24] Bergmann S, Ihmels J, Barkai N (2004). Similarities and differences in genome-wide expression data of six organisms.. PLoS Biol.

[25] Dong P, Flores J, Pelton K, Solomon KR (2010). Prohibitin is a cholesterol-sensitive regulator of cell cycle transit.. J Cell Biochem.

[26] Thompson MR, Xu D, Williams BR (2009). ATF3 transcription factor and its emerging roles in immunity and cancer.. J Mol Med.

[27] Hai T, Wolford CC, Chang YS (2010). ATF3, a hub of the cellular adaptive-response network, in the pathogenesis of diseases: is modulation of inflammation a unifying component?. Gene Expr.

[28] Hua B, Tamamori-Adachi M, Luo Y, Tamura K, Morioka M (2006). A splice variant of stress response gene ATF3 counteracts NF-kappaB-dependent anti-apoptosis through inhibiting recruitment of CREB-binding protein/p300 coactivator.. J Biol Chem.

[29] Pan Y, Chen H, Siu F, Kilberg MS (2003). Amino acid deprivation and endoplasmic reticulum stress induce expression of multiple activating transcription factor-3 mRNA species that, when overexpressed in HepG2 cells, modulate transcription by the human asparagine synthetase promoter.. J Biol Chem.

[30] Wang J, Cao Y, Steiner DF (2003). Regulation of proglucagon transcription by activated transcription factor (ATF) 3 and a novel isoform, ATF3b, through the cAMP-response element/ATF site of the proglucagon gene promoter.. J Biol Chem.

[31] Hashimoto Y, Zhang C, Kawauchi J, Imoto I, Adachi MT (2002). An alternatively spliced isoform of transcriptional repressor ATF3 and its induction by stress stimuli.. Nucleic Acids Res.

[32] Chen BP, Liang G, Whelan J, Hai T (1994). ATF3 and ATF3 delta Zip. Transcriptional repression versus activation by alternatively spliced isoforms.. J Biol Chem.

[33] Saslowsky DE, Lawrence JC, Henderson RM, Edwardson JM (2003). Syntaxin is efficiently excluded from sphingomyelin-enriched domains in supported lipid bilayers containing cholesterol.. J Membr Biol.

[34] Whitmore MM, Iparraguirre A, Kubelka L, Weninger W, Hai T (2007). Negative regulation of TLR-signaling pathways by activating transcription factor-3.. J Immunol.

[35] Rosenberger CM, Clark AE, Treuting PM, Johnson CD, Aderem A (2008). ATF3 regulates MCMV infection in mice by modulating IFN-gamma expression in natural killer cells.. Proc Natl Acad Sci U S A.

[36] Gilchrist M, Henderson WR, Clark AE, Simmons RM, Ye X (2008). Activating transcription factor 3 is a negative regulator of allergic pulmonary inflammation.. J Exp Med.

[37] Gilchrist M, Thorsson V, Li B, Rust AG, Korb M (2006). Systems biology approaches identify ATF3 as a negative regulator of Toll-like receptor 4.. Nature.

[38] Suganami T, Yuan X, Shimoda Y, Uchio-Yamada K, Nakagawa N (2009). Activating transcription factor 3 constitutes a negative feedback mechanism that attenuates saturated Fatty acid/toll-like receptor 4 signaling and macrophage activation in obese adipose tissue.. Circ Res.

[39] James CG, Woods A, Underhill TM, Beier F (2006). The transcription factor ATF3 is upregulated during chondrocyte differentiation and represses cyclin D1 and A gene transcription.. BMC Mol Biol.

[40] Li D, Yin X, Zmuda EJ, Wolford CC, Dong X (2008). The repression of IRS2 gene by ATF3, a stress-inducible gene, contributes to pancreatic beta-cell apoptosis.. Diabetes.

[41] Kashiwakura Y, Ochiai K, Watanabe M, Abarzua F, Sakaguchi M (2008). Down-regulation of inhibition of differentiation-1 via activation of activating transcription factor 3 and Smad regulates REIC/Dickkopf-3-induced apoptosis.. Cancer Res.

[42] Kang Y, Chen CR, Massague J (2003). A self-enabling TGFbeta response coupled to stress signaling: Smad engages stress response factor ATF3 for Id1 repression in epithelial cells.. Mol Cell.

[43] Lu D, Wolfgang CD, Hai T (2006). Activating transcription factor 3, a stress-inducible gene, suppresses Ras-stimulated tumorigenesis.. J Biol Chem.

[44] Yin X, Dewille JW, Hai T (2008). A potential dichotomous role of ATF3, an adaptive-response gene, in cancer development.. Oncogene.

[45] Pelzer AE, Bektic J, Haag P, Berger AP, Pycha A (2006). The expression of transcription factor activating transcription factor 3 in the human prostate and its regulation by androgen in prostate cancer.. J Urol.

[46] Ishiguro T, Nagawa H (2001). ATF3 gene regulates cell form and migration potential of HT29 colon cancer cells.. Oncol Res.

[47] Nickel JC, Elhilali M, Vallancien G (2005). Benign prostatic hyperplasia (BPH) and prostatitis: prevalence of painful ejaculation in men with clinical BPH.. BJU Int.

[48] Rosen R, Altwein J, Boyle P, Kirby RS, Lukacs B (2003). Lower urinary tract symptoms and male sexual dysfunction: the multinational survey of the aging male (MSAM-7).. Eur Urol.

[49] Morote J, Lopez M, Encabo G, de Torres IM (2000). Effect of inflammation and benign prostatic enlargement on total and percent free serum prostatic specific antigen.. Eur Urol.

[50] Penna G, Fibbi B, Amuchastegui S, Cossetti C, Aquilano F (2009). Human benign prostatic hyperplasia stromal cells as inducers and targets of chronic immuno-mediated inflammation.. J Immunol.

[51] Kim J, Yanagihara Y, Kikugawa T, Ji M, Tanji N (2009). A signaling network in phenylephrine-induced benign prostatic hyperplasia.. Endocrinology.

[52] Kramer G, Marberger M (2006). Could inflammation be a key component in the progression of benign prostatic hyperplasia?. Curr Opin Urol.

[53] Nickel JC (2008). Inflammation and benign prostatic hyperplasia.. Urol Clin North Am 35: 109–115; vii.

[54] Fibbi B, Penna G, Morelli A, Adorini L, Maggi M (2010). Chronic inflammation in the pathogenesis of benign prostatic hyperplasia.. Int J Androl.

[55] Konig JE, Senge T, Allhoff EP, Konig W (2004). Analysis of the inflammatory network in benign prostate hyperplasia and prostate cancer.. Prostate.

[56] Castro P, Xia C, Gomez L, Lamb DJ, Ittmann M (2004). Interleukin-8 expression is increased in senescent prostatic epithelial cells and promotes the development of benign prostatic hyperplasia.. Prostate.

How the deposited data were processed for this re-analysis (not part of the article)

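LNCaP cells at 0, 3 and 16 h in CDM were measured on Human Genome U133A 2.0 arrays, with 1 array per time point and nothing pooled. The authors normalized and summarised the arrays by gcRMA, and the deposited values are log2 values per probe set. The version of gcRMA is not named. The scale was checked on the values, which run from 2.01 to 16.27 with 1 lowest value shared by all 3 arrays; 34.7% of the probe sets are at that value on all 3. The raw intensities, the mouse arrays and the RT-PCR data were not used here. Each array had its sample, and 0 columns were left without one.

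Probe sets were named by the annotation supplied with the arrays, which lists 20113 of the 22277 probe sets; 1043 of these carry several genes and 2164 probe sets are not listed. The 19070 probe sets with 1 gene were used, and 19058 of their Entrez IDs were found in a RefSeq gene table of the assembly GRCh38.p14, used for names only, where 0 symbols had changed. A gene with several probe sets took the probe set with the highest mean over the 3 arrays, which gave 11963 genes. No coordinates are given.

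A gene was called when its absolute log2 change from the 0 h array was above 0.585 (1.5-fold), the threshold in the methods, with no filter on low values since the methods name none. The calls at 3 h and 16 h place each gene in 1 of 8 groups or in none. With 1 array per time point no test of the conditions can be run, and no p-value, interval or replicate error is given; the number of arrays limits the precision. Exactly 0 change was found for 5587 genes at 3 h and 4755 at 16 h.

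For 37 gene lists, of which 570 of 672 genes were measured, the median change was set among the medians of 10000 random lists of the same size, matched on the mean level over the 3 arrays in 20 bins (seed 2012). A list is said to stand apart at a percentile under 2.5 or over 97.5. The lists, the thresholds, the rule for the named genes, the reading of Fig. 3A and the alternatives not marked as added later were fixed before the data were examined. The rule takes the genes that the paper names for the LNCaP arrays, the 10 largest rises and the 10 largest falls at each time among genes at 6 or more in the higher of the arrays compared, up to 4 members of each list with the largest change at 16 h and up to 2 at 3 h, and a few genes of sterol and androgen response. Genes named outside the rule are said to be picked after their values were seen. Of 153 nodes of Fig. 3A, read by eye, 140 were matched to a measured gene. A few genes and their results are not reported here. A level within 0.5 of the lowest value is called near it, and changes to or from such a level are given as levels where they are named.

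The alternatives were the mean over the probe sets of a gene, a call by any probe set, a count of probe sets, specific probe sets only (8361 genes), a level of at least 4 or of at least 6, a threshold of 2-fold, median centring, a loess correction (fraction 0.4), quantile normalization, and random lists not matched on level or matched on the level at 0 h. Chosen after the values were seen were a call only where all probe sets of a gene pass, the probe set of a gene with the smallest fall or largest rise, scaling to the hybridisation controls, 16 h against 3 h, and a level of at least 8. The steps were tested on simulated data with a noise SD of 0.2: of 100 genes changed by 1 on the log2 scale, 99 were recovered at 3 h and 97 at 16 h, and of 11763 unchanged genes 41 were called. Of 200 lists without a shift, 8 at 3 h and 6 at 16 h fell outside the limits, and 200 of 200 shifted lists were above the upper limit. The noise of 0.2 was set and not measured on these arrays. Probe sets of the same gene differed in their changes by an SD of 0.33 at 3 h and 0.90 at 16 h. The simulation thus checks the steps and does not give the rate of false calls on these arrays. The work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.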

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

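The tests of the cell cycle genes and of the sterol genes by the probe set that fell least, the comparison of 16 h with 3 h, the highest change (the probe set of each gene that fell least or rose most), the markers of other cells and the half-life were chosen only after the results were seen. The markers were listed after their values had been seen. Tests by the probe set that fell least did not draw on every probe set. For LSS, a probe set at the lowest value on all 3 arrays was passed over.

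At 16 h, 5.10 times as many genes passed the threshold as at 3 h. A predominance of genes low on every array would bring this ratio down among genes with a level of at least 6. It was 5.77 there, which argues against such genes as the cause. The filter goes by the highest array, so genes that rise from or fall to low values pass it, and their share was not tested. The 5' signal less the 3' signal of the control probe sets, which the paper's text does not report, changed at 16 h by -2.13 for GAPDH and -2.35 for ACTB, so that a difference in RNA integrity may account for part of the changes at 16 h. By the probe set of each gene that fell least, the genes of DNA replication and mitosis had a median change of -2.53. This probe set differed from the main one for 4 of the 72 genes, so that it does not test RNA integrity. The random lists come from the same array and would share a general loss of integrity. Among them mitosis (34 of 34 lower) and DNA replication and G1/S (36 of 38 lower) lay at percentile 0 at 16 h. The ER chaperones lay at percentile 100. These values argue against a general loss of integrity as the whole cause of the fall, and a part in its size stays open. The longer time in CDM, or without serum by the labels of the arrays, is the biological explanation that the design gives. It stays open too, since the 1 array at 16 h carries both the longer time and the lower 5' signal.

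The cholesterol synthesis enzymes, which the paper's text does not report as a group for these cells, had a median change of -0.22 at 3 h and -1.26 at 16 h. Sensing of sterol depletion through SREBP-2 predicts a median above that of most random lists. The median lay at percentile 0 at 16 h and also at 3 h, on an array without the lower 5' signal. With the hours taken as time in CDM, this argues against that explanation on these arrays. A rise hidden by the RNA quality at 16 h is not excluded. By the labels the hours are time without serum ahead of the medium, and the test would then not decide. RNA integrity stays open for the fall at 16 h. The setting by the probe set that fell least kept the main probe set for each of the 16 enzymes (median -1.26) and so tests nothing. Against the 3 h array the median was -0.96, which argues against a departure of the 0 h array as the whole cause. The effects of the inhibitor and of the mevalonic acid in CDM may be at work and were not tested, since no array holds either alone.

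At a level of 6 or more at 0 h and near the lowest value at 3 h were 12 genes, CAV1, CD44, DKK3, EFEMP1, F3, HMGA2, IGFBP7, LGALS1, S100A10, S100A6, SMARCA1 and TUBB6; 8 of them were still near it at 16 h, and 1 gene, ID1, went the other way. RNA from other cells in the 0 h sample may be a source, and of 22 further markers of such cells near the lowest value at 3 and 16 h, 3 (13.6%), ANXA1, TIMP1 and GSTP1, were at 4 or more at 0 h, a share too low to point to such cells and too high to exclude them. ANXA2 went from 11.18 at 0 h to 4.06 at 3 h and 5.05 at 16 h and S100A2 from 11.11 to 4.01 and 7.86. FN1 went from 13.30 to 11.66 and 12.30 and TM4SF1 from 11.26 to 9.98 and 6.15. Of the 38 measured markers, 5 were at 6 or more at both 3 and 16 h, and so do not mark the 0 h sample alone. Whether LNCaP or other cells in the later samples are their source was not tested. Of the 12 genes, 3 are nodes of Fig. 3A, and no sort that would remove other cells is described. Decay of mRNA after the change of medium would need a half-life of at most 32.9 min for the median fall of 5.47, which is a lower bound since the falls end near the lowest value, and this leaves it open. These explanations cannot be told apart with 1 array at 0 h, and a regulated fall in CDM stays open as well.

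Between 3 h and 16 h, 99 genes were past the threshold in opposite directions, a difference that was not tested. Of the genes named above, CAV1, HMGA2, LGALS1, SMARCA1, ANXA1, TIMP1, GSTP1 and TM4SF1 lie outside the rule for named genes and were picked after their values were seen. In the settings used for the main results, the following groups of genes stood apart from the random lists and are not reported in the paper's text for these cells; its supplementary figures and tables were not used here. The genes of sterol uptake and SREBP-2 regulation had a median of -0.14 at 3 h and -0.75 at 16 h, but with probe sets averaged their percentiles were 2.78 and 10.2, within the limits, as were 24.1 by the highest change and 2.92 for 16 h against 3 h at 16 h. The targets of ATF4 had a median of 0.54 at 3 h and 1.19 at 16 h. The targets of BMP and SMAD signaling had a median of 2.45 at 3 h and 4.37 at 16 h, of 0.68 and 1.69 with probe sets averaged and of 0.35 and 0.23 with specific probe sets only, and the percentile at 16 h was 80.9 with the last and 90.2 for 16 h against 3 h. The androgen-induced genes had a median of -0.62 at 16 h. At 3 h the immediate early genes had a median of -0.25 and the MAPK feedback genes of -0.29, the latter at percentile 51.2 by the highest change. The p53 targets had a median of 0.13 and the FOXO-induced genes of 0.16 at 3 h, at percentiles 93.8 and 96.3, within the limits, with specific probe sets only. For ribosome biogenesis the median was -0.12 at 3 h and -0.38 at 16 h, at percentiles 5.38 and 3.94 with specific probe sets only and 4.91 for 16 h against 3 h, all within the limits, and for oxidative phosphorylation it was -0.21 at 16 h. The genes of the extracellular matrix and laminins had a median of -0.88 at 3 h and -0.16 at 16 h. The latter turned to 0.12 with a level of at least 4 (percentile 61.6) and 0.39 with a level of at least 6 (percentile 82.8). It was 0.32 for 16 h against 3 h, and lay at percentile 48.8 with specific probe sets only. Members of this list, such as LAMA5, LAMB1 and COL4A2, are nodes of Fig. 3A. So are ID1, ID2 and ID3 of the BMP and SMAD targets and CHAC1 and GTPBP2 of the ATF4 targets. The study chose the nodes on these arrays, so the shifts of these lists are in part not independent evidence.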

How the results depend on the processing

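Of 3403 comparisons of a named gene with an alternative, 3249 kept the direction and the side of the threshold. In the rest, 87 no longer passed it, 42 newly passed it and 25 changed sign. Some of those kept could not differ. Median centring took off a median of 0 (374 comparisons). Levels of at least 4 (372) and 6 (368) drop genes and leave each change as it was. Of 837 comparisons of a gene list, 790 kept both, and those with median centring could not differ either. Tests under the settings named here as all probe sets passing, a level of at least 8, the highest change, the hybridisation controls and 16 h against 3 h were chosen after the values were seen. For the changes below the cause was not tested, apart from counts that a stricter or wider criterion lowers or raises by its construction. Signal over background limits the genes near the lowest value, whose changes have no exact size.

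With probe sets counted, 1133 were called at 3 h (622 higher, 511 lower) and 5142 at 16 h (2554 higher, 2588 lower); by group, 2150 were higher and 2135 lower at 16 h only, 318 higher and 309 lower at both times, 160 higher and 116 lower at 3 h only, and 144 went from higher to lower. At a 2-fold threshold, 224 genes were called at 3 h (93 higher, 131 lower) and 1672 at 16 h (885 higher, 787 lower); by group, 811 were higher and 685 lower at 16 h only, 65 higher and 99 lower at both times, 25 higher and 23 lower at 3 h only, 9 went from lower to higher and 3 from higher to lower. With specific probe sets only, 1923 genes were called at 16 h (1075 higher, 848 lower), with 904 higher and 704 lower at 16 h only, 46 lower at 3 h only and 22 from higher to lower. By any probe set, 506 genes were higher at 3 h, 92 at 3 h only, and 139 went from higher to lower. With a level of at least 6, 98 genes were lower at both times. Where all probe sets had to pass, 371 genes were called at 3 h (156 lower), and with a level of at least 8, 347 (147 lower). By the highest change, 428 genes were higher at 3 h. Scaled to the hybridisation controls, 976 genes were higher and 2228 lower at 16 h.

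The percentiles of list medians that crossed a limit were as follows. With probe sets averaged, sterol uptake and SREBP-2 regulation lay at 2.78 at 3 h and 10.2 at 16 h, fatty acid synthesis at 1.98 and 0.03, CDK inhibitors and pocket proteins at 96.5 at 3 h, the ATF3 targets named in the paper at 97.4 at 3 h and 95.9 at 16 h, and fibroblast and muscle markers at 1.11 at 3 h. With specific probe sets only, ER-associated degradation lay at 84.2 at 16 h, ER translocation and N-glycosylation at 97.0 at 3 h, DNA replication and G1/S at 4.48 at 3 h, CDK inhibitors and pocket proteins at 45.8 at 3 h, BMP and SMAD targets at 80.9 at 16 h, p53 targets at 93.8 and FOXO-induced genes at 96.3 at 3 h, ribosome biogenesis at 5.38 at 3 h and 3.94 at 16 h, and extracellular matrix and laminins at 48.8 at 16 h. With a level of at least 4, CDK inhibitors and pocket proteins lay at 96.5 at 3 h, NF-kappaB and inflammatory mediators at 0.01 at 3 h and 0.09 at 16 h, and extracellular matrix and laminins at 61.6 at 16 h, where the median changed sign to 0.12. With a level of at least 6, the same lists lay at 96.7 at 3 h, at 0.11 at 3 h and 0.88 at 16 h, and at 82.8 at 16 h, with a median of 0.39. Of the NF-kappaB and inflammatory mediators kept by these levels, 4 of 7 and 2 of 4 reach them at 0 h alone, so that the filter picks genes that fell and its percentiles for this list decide nothing. By loess, NF-kappaB and inflammatory mediators lay at 0.33 at 16 h and fibroblast and muscle markers at 97.6 at 3 h, and with quantile normalization the latter lay at 98.6 and ribosomal proteins at 98.0 at 3 h. Against random lists not matched on level, fatty acid synthesis lay at 1.77 at 3 h and 1.41 at 16 h, ribosomal proteins at 99.95 and 0.05, proteasome subunits at 99.8 and oxidative phosphorylation at 99.98 at 3 h, and lysosome and autophagy at 99.1 at 16 h. Matched on the 0 h level, oxidative phosphorylation lay at 98.0 at 3 h. By the highest change, sterol uptake and SREBP-2 regulation lay at 24.1 at 16 h, CDK inhibitors and pocket proteins at 97.4 at 3 h and MAPK feedback genes at 51.2 at 3 h. Scaled to the hybridisation controls, ER translocation and N-glycosylation had a median of -0.04 at 16 h, at percentile 99.94. For 16 h against 3 h, sterol uptake and SREBP-2 regulation lay at 2.92, ER-associated degradation at 91.8, BMP and SMAD targets at 90.2, ribosome biogenesis at 4.91, and extracellular matrix and laminins at 98.95, with a median of 0.32.

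For 16 h against 3 h, genes that had moved by 3 h and then moved the other way changed sign: ANXA2 to 0.996, S100A2 to 3.85, FGFBP1 to 1.52, TUBB6 to 3.21, EFEMP1 to 0.0030, DKK3 to 0.66, S100A10 to 0.44, IGFBP7 to 2.86, F3 to 0.024, EGR1 to 0.50, IER3 to 0.029, DUSP6 to 1.08, CXCL8 to 0.17, FN1 to 0.64, ID3 to -0.56, CHAC1 to -1.01, SEMA6A to -0.21, SMAD6 to -0.39, VLDLR to -0.47, HERPUD1 to -0.27, TSC22D3 to -0.074 and NFKBIA to -0.45. SREBF2 at 16 h was at 0.47 by the highest change, and RPS28 at 16 h was at -1.26 with probe sets averaged and -0.78 with specific probe sets only.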

Differences from the paper's values

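At 3 h, the paper's count of DEGs is 217, and 591 genes were past the same threshold of 1.5-fold here. Of the alternatives set before the data were examined, a threshold of 2-fold, which is not the paper's, gave 224, within 1.5 times the paper's count. The others did not: 520 with probe sets averaged, 883 by any probe set, 1133 probe sets, 404 with specific probe sets only, 541 with a level of at least 4, 463 with a level of at least 6, 591 with median centring, 588 by loess and 600 with quantile normalization. Of those chosen after seeing the values, none reached it, with 371 where all probe sets had to pass, 347 with a level of at least 8, 719 by the highest change and 590 when scaled to the hybridisation controls.

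The paper's Fig. S2 legend names a cluster with lower expression in CDM that holds the proliferation genes as the largest. Here the genes higher at 16 h only were the largest group (1389), and those lower at 16 h only, which held 67 of 72 cell cycle genes, came next (1165). With probe sets averaged, the lower group was the larger one (1229 against 1190), and by any probe set the groups were close (1481 lower against 1485 higher). Scaled to the hybridisation controls, a setting chosen after seeing the values, 2228 genes were lower and 976 higher at 16 h, and the groups were not counted.

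The paper gives VEGFC as lower in CDM on its microarrays. Here VEGFC was near the lowest value on all 3 arrays (2.10, 2.01 and 2.01). For ATF3, ID1, ID2 and CDK2 the directions at 16 h were those the paper gives.

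The paper explains the symbol C3 as apolipoprotein C3. Here C3 is the gene of the complement component, which was lower at 16 h, and APOC3, the gene of apolipoprotein C3, picked after its values were seen, was at the lowest value on all 3 arrays.

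The paper gives genes of protein folding and degradation among those higher in CDM. Of 12 genes of ER-associated degradation 6 were higher and 2 lower at 16 h, while of 27 proteasome subunits 0 were higher and 5 lower. With probe sets averaged, 5 genes of ER-associated degradation were higher and 1 lower, and 0 proteasome subunits were higher and 7 lower. Scaled to the hybridisation controls, a setting chosen after seeing the values, 2 genes of ER-associated degradation were higher and 3 lower, and 14 proteasome subunits were lower. Of 19 ER chaperones and folding enzymes 10 were higher and 0 lower, while of 10 heat shock proteins, mostly cytosolic, 4 were lower and of 7 subunits of the chaperonin CCT 3 were lower, with 0 higher in either.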

Other observations

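The tests of androgen loss and of the ATF4 response were set before the results were seen; AKR1C1 and AKR1C2 are among the largest changes by the rule for named genes, and the scaling to the hybridisation controls was chosen after the values were seen.

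Targets of BMP and SMAD signaling had moved by 3 h. Of 7 such genes, 6 were higher at 3 h and 5 at 16 h, and 0 were lower at either time. Of these, ID1, ID2 and ID3 are nodes of Fig. 3A, which the study chose on these arrays. ID4 went from 2.22 at 0 h to 4.08 at 3 h and 7.30 at 16 h, and SMAD6, an inhibitor of the pathway, rose by 2.45 and 2.06. Another probe set of SMAD6 lay at 4.10 on all 3 arrays, and the rest lay near the lowest value. With probe sets averaged, 6 of the 7 genes were higher at 3 h and 4 at 16 h. With specific probe sets only, 4 of these genes were left, with a percentile of 80.9 at 16 h. Of 25 targets of ATF4, the transcription factor of the integrated stress response, 11 were higher at 3 h and 19 at 16 h, with 1 lower at 16 h. TRIB3, a pseudokinase, rose by 1.78 and 2.20, GTPBP2 by 0.95 and 3.10 and VLDLR, a lipoprotein receptor, by 2.37 and 1.90. Of 17 immediate early genes 5 were lower and 0 higher at 3 h, and 5 were higher and 5 lower at 16 h. Of 10 MAPK feedback genes 4 were lower at 3 h, among them DUSP6 (-2.70), and at 16 h 3 were higher and 2 lower. Of 12 genes of the extracellular matrix and laminins, 6 were lower at 3 h. Among them was LAMB1 (-2.42), which was at 0.39 at 16 h. The other probe set of LAMB1 gave -0.85 at 3 h and 1.24 at 16 h. Also among them was COL4A2, which went from 5.91 at 0 h to 2.44 at 3 h and was picked after its values were seen. These falls move with those of the 12 genes near the lowest value at 3 h. LAMB1 and COL4A2 are also nodes of Fig. 3A, chosen on these arrays.

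Of 16 cholesterol synthesis enzymes, 14 were lower and 0 higher at 16 h, among them ACAT2 (-2.52), EBP (-1.61), IDI1 (-1.60) and SQLE (-1.12). HMGCS1 changed by -0.59 by its main probe set and by -5.50 by the other, the other probe sets of SQLE changed by -3.14 and -5.05 and those of EBP by -3.38 and -3.14, and the array at 16 h is the one with the lower 5' control signal. Of 5 genes of sterol uptake and SREBP-2 regulation 3 were lower at 16 h. Of 9 genes of fatty acid synthesis 3 were lower, among them FASN (-4.18) and FADS2 (-3.59), and 1 was higher, with a median of -0.27 (percentile 5.72); with probe sets averaged 5 were lower and the median was -1.27 (percentile 0.03), and with specific probe sets only it was -0.04 over 5 genes (percentile 32.5). The LXR targets had a median of 0.03 (percentile 63.4), with ABCG1, a sterol exporter, at 1.34. Of 14 genes of ribosome biogenesis 6 were lower and of 34 genes of oxidative phosphorylation 7 were lower at 16 h, with 0 higher in either. The lysosome and autophagy genes had a median of 0.20 at 16 h (percentile 87.6), with 4 higher, among them WIPI1 (2.76), and 1 lower. The medians at 16 h were 0.00 for the ribosomal proteins (percentile 29.9), 0.00 for the hypoxia-induced genes (percentile 46.1), with VEGFA at 1.61, and 0.00 for the actin and SRF targets (percentile 48.0). For p53 targets and FOXO-induced genes they were 0.01 (percentile 65.1) and 0.00 (percentile 65.1). Among cell type markers, the medians at 16 h were 0.05 for luminal prostate epithelium (percentile 66.7), with HOXB13 at -2.31, and 0.00 for basal epithelium (percentile 49.5), neuroendocrine cells (percentile 50.0), fibroblasts and muscle (percentile 49.5) and leukocytes (percentile 50.0), and the 6 leukocyte markers were at the lowest value on all 3 arrays. Scaled to the hybridisation controls, every median at 16 h is lower by 0.34, so that those from 0 to 0.34 turn negative, and the counts move too: 15 ATF4 targets were higher and 1 lower, 3 immediate early genes higher and 6 lower, 1 MAPK feedback gene higher and 3 lower, 0 genes of fatty acid synthesis higher and 6 lower, and 8 of ribosome biogenesis and 15 of oxidative phosphorylation were lower.

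A hypothesis is that a loss of androgen in the depleted medium may contribute to the lower cell cycle genes at 16 h. It predicts lower androgen-induced genes, and their median lay at percentile 0.07 at 16 h, with 7 of 12 lower, among them KLK2 (-2.13) and KLK3 (-1.10), and 1, TSC22D3, higher. The array at 16 h is the one with the lower 5' control signal, and the other probe sets of these genes differed in size, with KLK2 at -3.71 and, at a low level throughout, 0.00, and KLK3 at -2.65. At 3 h the median of the androgen-induced genes was 0.00 (percentile 44.6), with 1 gene higher and 0 lower. The values at 16 h are those the hypothesis predicts and do not separate it from other effects of CDM. The RNA quality of the array at 16 h may have added to the sizes of the falls.

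Another hypothesis is that an integrated stress response through ATF4 may contribute to the rise of ATF3. It predicts higher ATF4 targets at both times, and their median lay at percentile 100 at 3 h and at 16 h. The order of the changes cannot be read from 3 time points with 1 array each.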
